# Expression profile of *Caenorhabditis elegans* mutant for the Werner syndrome gene ortholog reveals the impact of vitamin C on development to increase life span

**DOI:** 10.1186/1471-2164-15-940

**Published:** 2014-10-27

**Authors:** Alexandra Dallaire, Sophie Proulx, Martin J Simard, Michel Lebel

## Abstract

**Background:**

Werner Syndrome (WS) is a rare disorder characterized by the premature onset of a number of age-related diseases. The gene responsible for WS encodes a DNA helicase/exonuclease protein believed to affect different aspects of transcription, replication, and DNA repair. *Caenorhabditis elegans (C. elegans)* with a nonfunctional *wrn-1* DNA helicase ortholog also exhibits a shorter life span, which can be rescued by vitamin C. In this study, we analyzed the impact of a mutation in the *wrn-1* gene and the dietary supplementation of vitamin C on the global mRNA expression of the whole *C. elegans* by the RNA-seq technology.

**Results:**

Vitamin C increased the mean life span of the *wrn-1*(*gk99*) mutant and the N2 wild type strains at 25°C. However, the alteration of gene expression by vitamin C is different between *wrn-1*(*gk99*) and wild type strains. We observed alteration in the expression of 1522 genes in *wrn-1*(*gk99*) worms compared to wild type animals. Such genes significantly affected the metabolism of lipid, cellular ketone, organic acid, and carboxylic acids. Vitamin C, in return, altered the expression of genes in *wrn-1*(*gk99*) worms involved in locomotion and anatomical structure development. Proteolysis was the only biological process significantly affected by vitamin C in wild type worms.

**Conclusions:**

Expression profiling of *wrn-1*(*gk99*) worms revealed a very different response to the addition of vitamin C compared to wild type worms. Finally, vitamin C extended the life span of *wrn-1*(*gk99*) animals by altering biological processes involved mainly in locomotion and anatomical structure development.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-940) contains supplementary material, which is available to authorized users.

## Background

WS is a human autosomal recessive disorder characterized by genomic instability and the premature onset of a number of age-related diseases [1–4]. The defective enzyme responsible for WS possesses a 3′-5′ exonuclease activity in addition to a 3′-5′ helicase activity [5, 6] and is involved in DNA repair, replication, transcription, and telomere maintenance [7–11]. We previously generated a mouse model with a deletion in the helicase domain of the murine *WRN* homologue [12] that recapitulates most of the WS phenotypes, including an abnormal hyaluronic acid excretion, higher reactive oxygen species (ROS) levels, dyslipidemia, increased genomic instability, and cancer incidence [13, 14]. Overall, such mutant mice have a 10-15% decreased of their mean life span [15, 16]. Interestingly, the treatment of *Wrn* mutant mice with vitamin C reverted the life span of such animals to the normal wild type phenotype [16].

The WRN protein is a member of the RecQ family of DNA helicases [3]. It is highly conserved across species including in invertebrates such as the small worm *Caenorhabditis elegans (C. elegans).* Interestingly, the exonuclease and the DNA helicase domains homologous to the human WRN protein are encoded by two different genes in *C. elegans* [17]. The *C. elegans wrn-1* gene codes for the ATP-dependent 3′-5′ DNA helicase capable of unwinding a variety of DNA structures [18]. Notably, it has been shown that the RNAi knockdown of the *C. elegans wrn-1* gene shortens the life span, increases sensitivity to DNA damage, and accelerates aging phenotypes [17]. Similarly, a *C. elegans* strain lacking the expression of the *wrn-1* helicase protein (*wrn-1*(*gk99*)) also exhibit a shorter life span when grown at 25°C [19]. Interestingly, supplementation of vitamin C normalizes the median life span of the *wrn-1*(*gk99*) mutant worms [19] as seen in mice lacking part of the helicase domain of the Wrn protein [16]. Thus, the *wrn-1*(*gk99*) mutant worm model gives us the opportunity to examine the global mRNA expression of a whole animal upon vitamin C treatment.

In this study, we analyzed the global mRNA expression of wild type and *wrn-1*(*gk99*) mutant *C. elegans* in the presence or absence of vitamin C by RNA-seq. RNA-seq has been shown to be quantitatively accurate over a larger range of expression levels than previous methods, such as microarrays [20–24]. Our results indicate that *wrn-1* mutant animals showed significant changes in biological processes affecting several carbon structures (including lipid metabolisms) and oxidation-reduction reactions. Although supplementation of vitamin C significantly increased the life span of both wild type and *wrn-1* mutant worms, no gene was similarly affected by vitamin C in these strains. Vitamin C altered the expression of genes in *wrn-1*(*gk99*) worms involved in locomotion and anatomical structure development. Proteolysis was the only biological process significantly affected by vitamin C in wild type worms. These results indicate that the expression profiling of *wrn-1*(*gk99*) worms revealed a very different response to the addition of vitamin C compared to wild type worms.

## Results

### Vitamin C increases the life span of both *wrn-1*(*gk99*) and wild type *C. elegans*strains

To assess the impact of vitamin C on longevity, we measured the life span of *wrn-1*(*gk99*) and wild type *C. elegans* strains grown at 25°C in the absence or presence of 10 mM ascorbate (vitamin C) as described before [19, 25]. As shown in Figure 1, the median life span of vitamin C treated *wrn-1*(*gk99*) worms was significantly increased by 26% (7.0 days *versus* 8.8 days) compared to untreated *wrn-1*(*gk99*) animals (log-rank test: *P* =1.83 × 10^-6^). These results replicate previous data obtained with these strains [19]. Interestingly, the median life span of vitamin C treated *wrn-1*(*gk99*) worms was close to the median life span of wild type worms (Figure 1). The median life span of vitamin C treated wild type worms was significantly increased by 22% (9.0 days *versus* 11.0 days) compared to the untreated wild type animals (log-rank test: *P* =2.07 × 10^-5^). These results indicate that vitamin C increased the life span of both strains by more than 20% at 25°C.

**Figure 1:**
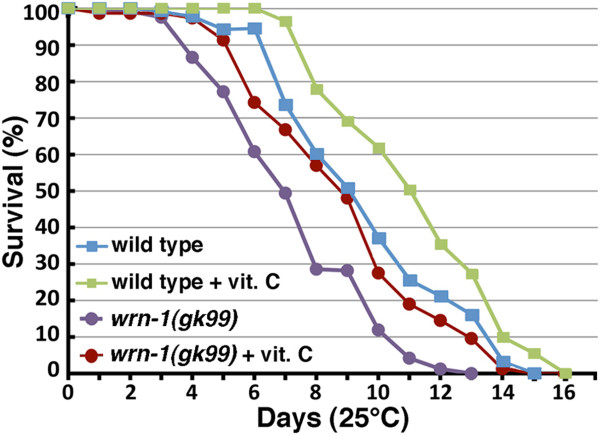
**Impact of vitamin C on the life span of wild type and** ***wrn- 1*** **mutant** ***C. elegans*** **strains.** The difference in longevity between vitamin C treated *wrn-1(gk99)* and untreated *wrn-1(gk99) C. elegans* strain grown at 25°C is significant (log rank test; *P* =1.83 × 10^-6^). The difference in longevity between vitamin C treated wild type (N2) and untreated wild type (N2) *C. elegans* strain grown at 25°C is significant (log rank test; *P* =2.07 × 10^-5^). All experiments were performed four to six times with 20 to 30 worms per genotype. *P*-values were obtained using the log-rank test method.

### Transcriptome characterization of the *wrn-1*(*gk99*) animals compared to the wild type strain

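RNA was sequenced from 12 populations of worms harvested at the L4 larval stage after growth at 25°C, with 3 biological replicates each of the untreated wild type N2 strain and of the untreated wrn-1(gk99) mutant, which carries a deletion in the wrn-1 helicase gene, and 3 of each strain grown with vitamin C. The authors aligned the reads to the ce10 genome with TopHat, counted them per gene with htseq-count, and divided the counts of each library by its DESeq size factor. The values analysed were these normalized counts. The paper's text does not name the strand setting of the counting, so it leaves open whether reads of genes that overlap were assigned by strand. The table listed 45327 genes, and 21321 of them had a read in any library. In each of the 12 libraries, 100% of the nonzero values were whole multiples of one smallest step, and dividing by that step gave back the number of reads behind each value. The reads counted on genes ranged from 15952129 to 20591287 per N2 library (median 16376634) and from 19681435 to 34234211 per wrn-1(gk99) library (median 23706370).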

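Groups were compared with limma (a linear model with variances moderated along a trend with expression) on the log2 of the normalized count plus 1, fitted over all 12 libraries in 4 groups. The 14352 genes with a mean of at least 10 normalized counts were tested, and p-values were adjusted by the Benjamini-Hochberg method. Log2 fold changes are given on this scale, which shrinks the changes of genes with few reads. A gene was called differentially expressed by the criteria of the paper's final lists, an adjusted p-value under 0.01, a ratio of group means of at least 2 or at most 0.5, and a group mean above 145 in at least one of the groups compared. The variance of each gene was pooled over all 4 groups, so a spread within one group entered the p-values of every comparison. An exact permutation test of 3 libraries against 3 cannot give a two-sided p below 0.1, so for single genes the exact test only states whether the groups overlapped. Replicates 1 and 2 were closest within both untreated groups, with a chi-square per gene of 1.81 in N2 and 1.40 in wrn-1(gk99) where sampling noise alone gives 1. The other pairs of replicates within these groups had 5.54 to 9.24. All 3 libraries of a group were counted as separate replicates.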

To gain insight into the rescuing effect of vitamin C on the life span of *wrn-1*(*gk99*) worms, we first established the global expression profile of untreated wild type and mutant worms at the L4 stage by RNA-seq. By carefully monitored physiological developmental cues (such as vulva and gonad development), we noticed a three hours developmental delay in *wrn-1(gk99)* mutants compared to wild type animals. Therefore, mRNA was extracted based on the biological age (i.e. the exact developmental stage) and not on the chronological age of the animals for the RNA-seq analyses. Table 1 contains the number of raw reads for each biological replicate (including the vitamin C-treated worms). 

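Between 86.3% and 90.7% of the raw reads of each library in Table 1 had been counted on genes. The paper describes paired end sequencing but does not say whether Table 1 counts single reads or read pairs. The unit of these percentages is therefore open. The fewest reads on genes were those of wrn-1(gk99) replicate 2 with vitamin C (13446257), and the size factors ran from 0.722 for that library to 1.77 for replicate 1 of untreated wrn-1(gk99). The 20 genes with the most counts took 16.7% to 17.3% of all normalized counts in the N2 libraries and 7.60% to 8.12% in the untreated wrn-1(gk99) libraries. Scaling each library to the same total in place of the size factors moved the median log2 fold change of all tested genes between wrn-1(gk99) and N2 from 0.01 to 0.17.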

The normalized counts for each biological replicate are shown in the Additional file 1: Table S1 for all the *C. elegans* genes. 

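Without a minimum on the number of reads, 2395 of the genes tested had a ratio of group means of at least 2 in either direction and an adjusted p-value under 0.01 (limma), of which 981 were higher and 1414 lower in wrn-1(gk99) worms than in N2. Whatever the size of the change, 6226 genes had an adjusted p-value under that level.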

A preliminary list of differentially expressed genes was generated by keeping the genes that showed a two-fold difference or more between wild type N2 and *wrn-1*(*gk99*) worms with an adjusted *P*-value <0.01. This first list contained 2528 genes (data not shown). We randomly chose 16 genes representing a range of base mean number from 4 to 3500 reads in both or in either N2 or *wrn-1* mutant animals based on the RNA-seq normalized data (list of genes in Table 2) to determine the minimum of reads required for a gene to be detected by RT-PCR in our analyses. We thus designed 16 pairs of primers to validate the differential expression of these genes by quantitative RT-PCR. The tubulin encoding gene (*tba-1*) was included as a control (no difference in *tba-1* expression between both strains). 

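The tba-1 gene (F26E4.8, on chromosome I with 4 exons in the WBcel235 annotation) had 12597 ± 335 normalized counts in N2 (SD, n = 3) and 10618 ± 134 in wrn-1(gk99) worms (SD, n = 3), a ratio of 0.843. Its log2 fold change was -0.25 (SE 0.11, adjusted p = 0.0844, limma with Benjamini-Hochberg adjustment), and all 3 N2 libraries lay above all 3 wrn-1(gk99) libraries. Over the alternatives, which change the samples, the scaling or the method, the adjusted p-value ranged from 7.94e-05, with only the 2 groups compared, to 0.465.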

PolyA + RNA was thus extracted from three plates of wild type and from three plates of *wrn-1*(*gk99*) worms (each plate representing one biological replicate of worms at the L4 stage). The RT-PCR results are shown in Table 2 and the sequences of the primers are provided in the Additional file 2: Table S2. Every RT-PCR product was examined on a 2% agarose gel at the end of each run. Figure 2 shows examples of such gels for ten of these genes. 

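Among the genes chosen for RT-PCR, several had a group mean under 145 normalized counts in one strain only. These were gpx-3 (C11E4.2), with 23.6 ± 3.72 in N2 (SD, n = 3), nas-3 (K06A4.1), with 48.9 ± 6.40 in N2 (SD, n = 3), pes-8 (F18G5.2), with 66.5 ± 9.05 in wrn-1(gk99) (SD, n = 3), and ugt-33 in wrn-1(gk99). The means of nlp-32 and arrd-24 were under 145 in both strains.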

A PCR product was detected only in samples that showed more than 145 reads by RNA-seq (Additional file 1: Table S1). For example, no band corresponding to *nlp-32* mRNA could be detected with the mRNA samples and no Ct could be detected by quantitative RT-PCR. 

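The nlp-32 gene (F30H5.2, on chromosome III with 2 exons in the WBcel235 annotation) had 132, 145 and 128 normalized counts in N2 replicates 1 to 3, a mean of 135 ± 8.72 (SD, n = 3). In wrn-1(gk99) its mean was 4.70 ± 2.32 (SD, n = 3). The log2 fold change was -4.65 (SE 0.36, adjusted p = 9.22e-07, limma with Benjamini-Hochberg adjustment), and the gene was not called because neither group mean exceeded 145.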

The mean number of reads is below 134 for *nlp-32* mRNA in both the wild type and the *wrn-1*(*gk99*) worms (Table 2). Similarly, no *arrd-24* mRNA could be detected from wild type or *wrn-1*(*gk99*) worms mRNA pools even after 40 cycles of PCR (Figure 2). The normalized counts for the *arrd-24* gene were below 32 in both genotypes for all biological replicates (Table 2). 

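The arrd-24 gene (F48F7.7, on chromosome X with 5 exons in the WBcel235 annotation) had 2.69, 0 and 9.59 normalized counts in N2 replicates 1 to 3 and 33.9, 25.1 and 36.8 in wrn-1(gk99) replicates 1 to 3. Its log2 fold change was 3.26 (SE 0.64, adjusted p = 0.00104, limma with Benjamini-Hochberg adjustment), drawn from few reads in N2, and ranged from 2.38 to 4.08 when each library of either group was left out in turn.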

No Ct could be detected by quantitative RT-PCR. In contrast, a band for the *ugt-33* gene was detected with mRNA from the wild type worms only (no band was detected for the *wrn-1*(*gk99*) worms) (Figure 2). 

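The ugt-33 gene (C35A5.2, on chromosome V with 7 exons in the WBcel235 annotation) had 269 ± 4.45 normalized counts in N2 (SD, n = 3) and 69.1 ± 10.9 in wrn-1(gk99) worms (SD, n = 3). The log2 fold change was -1.96 (SE 0.23, adjusted p = 2.27e-05, limma with Benjamini-Hochberg adjustment).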

The mean number of reads was lower than 145 for *ugt-33* in the *wrn-1*(*gk99*) worms but higher than 145 in the wild type worms (Table 2). Finally, Table 2 indicated expression differences for *pes-8*, *cyp-34a9*, *cyp-33e2*, *sodh-1*, *ugt-33*, *ech-9*, *nas-3*, *gpx-3*, *acs-2*, *acs-14*, *asah-1*, *lys-8*, Y46G5.20, and *daf-9* genes between the wild type and the *wrn-1*(*gk99*) strains by RT-PCR analyses and such results confirmed the RNA-seq data. 

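In the RNA-seq data these 14 genes were all called differentially expressed between untreated wrn-1(gk99) and N2 worms. Of all 17 genes measured by RT-PCR, 16 had an adjusted p-value under 0.01, whether adjusted over all genes tested or over the 17 alone, a list drawn from genes the authors had already found to differ. Among the 14 genes, the largest increase was that of sodh-1 (K12G11.3, on chromosome V with 3 exons), from 465 ± 36.9 normalized counts in N2 (SD, n = 3) to 5021 ± 114 in wrn-1(gk99) (SD, n = 3). Its log2 fold change was 3.43 (SE 0.58, adjusted p = 0.000397, limma). The other increased genes had log2 fold changes of 2.59 (gpx-3), 2.16 (nas-3), 1.84 (daf-9), 1.72 (acs-2), 1.61 (asah-1), 1.58 (acs-14) and 1.53 (ech-9). Their SEs ran from 0.15 to 0.36 and their adjusted p-values from 5.64e-07 for nas-3 to 0.00157 for asah-1. Normalized counts of acs-2 (F28F8.2) rose from 594 ± 36.1 (SD, n = 3) to 1960.4 ± 24.3 (SD, n = 3). Among the 14 genes, the largest decrease was that of lys-8 (C17G10.5, on chromosome II with 3 exons), from 3405 ± 79.9 (SD, n = 3) to 155 ± 6.53 (SD, n = 3). Its log2 fold change was -4.45 (SE 0.83, adjusted p = 0.000803, limma). The changes of pes-8, cyp-34A9, cyp-33E2 and Y46G5A.20 were -1.93, -1.77, -1.64 and -1.63 on the log2 scale, with SEs of 0.11 to 0.20 and adjusted p-values from 4.37e-07 for Y46G5A.20 to 1.18e-05 for pes-8. For each of the 17 genes, all 3 libraries of one strain lay above all 3 of the other (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow).

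**Figure D1:**
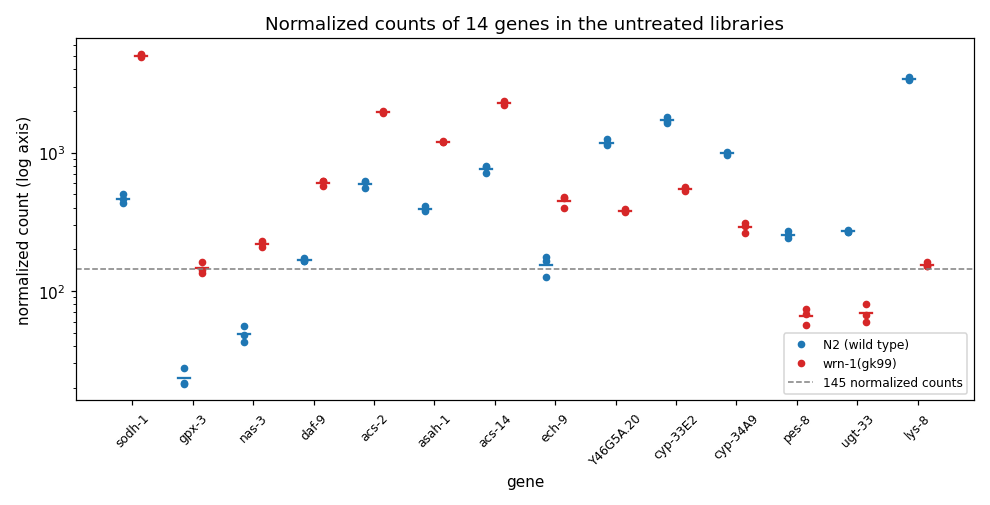
Normalized counts (log axis) of the 14 genes in untreated worms, with N2 libraries in blue and wrn-1(gk99) libraries in red, short lines for the group means and a dashed line at 145. The points of the strains do not overlap for any gene, and sodh-1 (465 to 5021) and lys-8 (3405 to 155) show the widest gaps.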

A mean number of reads greater than 145 was found in at least one of the genotypes following the RNA-seq analysis for these genes (Table 2). Based on such results, we generated a final list of genes showing at least a two-fold difference in expression between wild type and mutant worms, an adjusted *P*-value <0.01, and a mean number of reads >145 in at least one of the worm strain. These criteria were applied to each comparison hereafter in this report. Additional file 3: Table S3 gives a final list of 1522 genes differentially expressed between wild type and *wrn-1*(*gk99*) worms. There were 907 down regulated and 615 up regulated genes respectively (by at least two-fold) in the *wrn-1*(*gk99*) worms compared to the wild type worms.

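Between untreated wrn-1(gk99) and N2 worms, 1552 genes were called, 609 higher and 943 lower in wrn-1(gk99), so that 39.2% were higher. Of the 1522 genes of the paper's list, 1510 were among them in the same direction. This split depended on the scaling. With equal totals 848 genes were higher and 708 lower (54.5% higher), while leaving out each library of either group in turn gave 1497 to 1530 genes. The largest decrease among them was that of srw-85 (C25F9.1, on chromosome V with 5 exons), from 1733 ± 87.1 normalized counts (SD, n = 3) to 46.5 ± 5.46 (SD, n = 3), a log2 fold change of -5.19 (SE 0.81, adjusted p = 0.000227, limma). It was followed, after lys-8, by wrt-7 (-3.58), H14N18.2 (-3.39) and grd-4 (-3.40). The largest increase was that of Y48E1B.8 (on chromosome II with 5 exons), from 69.7 ± 19.4 (SD, n = 3) to 1001 ± 48.2 (SD, n = 3), a log2 fold change of 3.86 (SE 0.64, adjusted p = 0.000367, limma). Those of scl-2, C40H1.7 and oac-34 were 3.29, 3.21 and 3.08.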

**Table 1:** ***C. elegans*** **genotypes used in this study**

Sample name	Number of reads
N2-1	18,288,816
N2-2	18,694,683
N2-3	23,406,553
N2-1 + vitC	19,647,258
N2-2 + vitC	19,580,669
N2-3 + vitC	24,862,436
wrn-1-1	37,999,237
wrn-1-2	26,388,834
wrn-1-3	21,700,537
wrn-1-1 + vitC	29,673,436
wrn-1-2 + vitC	15,031,408
wrn-1-3 + vitC	25,050,297

vitC =10 mM of vitamin C (ascorbate) in media.

**Table 2:** **Quantitative RT-PCR compared to RNA-seq data for 16 genes** ^**a**^

RNA-seq				RT-PCR		
Gene	Base mean in N2	Base mean in ***wrn-1***	Fold difference	ΔCt	Fold difference	P-value
*sodh-1*	465	5021	+10.79	3.02	+8.09	<0.001
*arrd-24*	4	32	+7.80	none	N/A	N/A
*gpx-3*	24	146	+6.21	1.07	+3.24	0.0012
*nas-3*	49	220	+4.51	1.78	+3.43	<0.001
*daf-9*	168	605	+3.60	1.48	+2.78	<0.001
*asah-1*	393	1200	+3.06	0.72	+1.65	0.0008
*acs-2*	594	1277	+3.30	1.80	+3.48	<0.001
*acs-14*	763	2289	+3.00	0.52	+1.43	0.0307
*ech-9*	155	449	+2.89	1.94	+3.84	0.0006
Y46G5.20	1182	381	-3.10	-2.05	-4.14	0.0001
*cyp-33e2*	1708	548	-3.12	-2.70	-6.52	<0.001
*cyp-34a9*	987	289	-3.41	-2.05	-4.15	<0.001
*pes-8*	256	66	-3.84	-2.06	-4.16	0.0204
*ugt-33*	269	69	-3.90	-1.67	-3.18	0.0008
*lys-8*	3405	155	-21.93	-4.45	-21.87	<0.001
*nlp-32*	135	5	-28.69	none	N/A	N\A
*tba-1* ^b^	12597	10618	-1.19	-0.12	-1.09	0.7083

^a^RT-PCRs were performed in triplicate and all values represent the means.

^b^The *tba-1* gene was used as a control (no difference of expression between N2 and *wrn-1* mutants).

**Figure 2:**
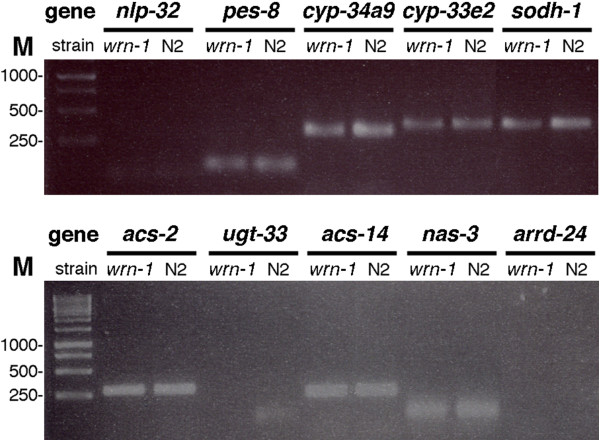
**Examples of RT-PCR products on 2% agarose gel.** Results are shown for *nlp-32*, *pes-8*, *cyp34a9*, *cyp-33e2*, *sodh-1*, *acs-2*, *ugt-33*, *acs-14, nas-3*, and *arrd-24* genes after 40 cycles of PCR. M = marker in base pairs; N2 = wild type strain; *wrn-1* = *wrn-1(gk99) C. elegans* strain.

The DAVID classification tool was used to classify differentially expressed genes by their functions in specific biological processes. Categorization of the genes in our list (Additional file 3: Table S3) revealed ten significantly up regulated biological processes (with a Benjamini *P*-value <0.05) in the *wrn-1*(*gk99*) worms compared to wild type worms (Table 3). 

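The paper lists the up regulated genes of its main processes in Table 3, and all of them had a higher mean in wrn-1(gk99) than in N2 worms. All 35 genes listed for lipid metabolism were called, with a median log2 fold change of 1.38 and a highest value of 3.21 in C40H1.7. The 28 genes listed for organic acid metabolism are the same as the 28 listed for cellular ketone metabolism, and all were called (median 1.52, highest 2.86 in F08A8.2). For oxidation-reduction 30 of 31 genes were called (median 1.51), with sodh-1 the highest. The exception was fmo-2 (K08C7.5), with a log2 fold change of 2.92 (SE 0.87, adjusted p = 0.0129, limma), whose adjusted p-value ranged from 1.06e-07 to 0.0454 over the alternatives. For carbohydrate metabolism 25 of 26 were called (median 1.14, highest 2.34 in Y73F4A.2). The exception, lys-2 (Y22F5A.5, singled out after its values were seen), had a log2 fold change of 1.01 (adjusted p = 0.0119, limma). Adjusted over each list alone, all genes of these lists had an adjusted p-value under 0.01, but the lists are the paper's own calls on these libraries. The median log2 fold change of all genes tested was 0.01. From the DAVID classification of its up regulated genes, whose enrichment was not analysed here, the paper concludes which metabolic processes the mutation raised.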

Major biological processes that were up regulated in *wrn-1*(*gk99*) worms included oxidation-reduction processes, lipid, organic acid, cellular ketone, and carbohydrate metabolic processes (Table 3). There was no significant down regulated biological processes (with a Benjamini *P*-value <0.05).

**Table 3:** **Biological processes altered in** ***wrn-1(gk99) C. elegans*** **strain compared to the wild type N2 strain**

Up in ***wrn-1(gk99) C. elegans***		
Category	Benjamini ***P***-value	Genes
Organic acid metabolic process	1.34E-04	R09B5.6, F08A8.3, F56H11.4, F08A8.1, C12C8.2, F08A8.2, F28F8.2, M02D8.4, W08D2.4, C48B4.1, C44E4.3, C05E4.9, T21F4.1, T09B4.8, F01G10.3, K07E1.1, Y73F4A.2, F21F8.4, D1025.2, W09B6.1, F59B8.2, ZC416.6, ZK1290.12, F13D12.4, K10H10.2, ZK829.4, R08E5.2, R11A5.4
Cellular ketone metabolic process	1.78E-04	R09B5.6, F08A8.3, F56H11.4, F08A8.1, C12C8.2, F08A8.2, F28F8.2, M02D8.4, W08D2.4, C48B4.1, C44E4.3, C05E4.9, T21F4.1, T09B4.8, F01G10.3, K07E1.1, Y73F4A.2, F21F8.4, D1025.2, W09B6.1, F59B8.2, ZC416.6, ZK1290.12, F13D12.4, K10H10.2, ZK829.4, R08E5.2, R11A5.4
Lipid metabolic process	2.52E-04	R09B5.6, F08A8.3, F08A8.1, F56H11.4, F28F8.2, F08A8.2, K11D2.2, W08D2.4, Y52B11A.8, F09C8.1, C48B4.1, ZK6.7, T19H12.9, T05E7.1, F59F4.4, F46G10.4, F01G10.3, C40H1.7, H23N18.1, Y37E11AR.5, F11E6.5, T12B3.3, Y54G2A.45, F22E10.5, F21F8.4, F35C11.5, T19H12.10, W09B6.1, F28H7.3, ZC416.6, Y49E10.18, C31H5.6, C33C12.3, F54D11.1, W04C9.1
Oxidation-reduction	0.0072	T10B9.7, Y39A1A.19, T13C5.1, F08A8.2, C47A10.5, T08B1.3, F54D8.3, C48B4.1, K08C7.5, R02D3.1, C26F1.2, C02C2.1, F55B11.1, C11E4.2, R07B7.5, K06A4.5, F08F3.7, F36A2.3, R11D1.11, R04B5.5, F18E3.7, F59B8.2, ZC443.1, F13D12.4, ZK829.4, K12G11.3, K09D9.2, C30G12.2, Y5H2B.5, F01F1.6, C49G7.8
Carbohydrate metabolic process	0.0147	R09B5.6, C05E4.9, Y22F5A.4, Y22F5A.5, T19H12.9, F07A11.2, F07A11.5, R11F4.1, C02A12.4, H23N18.1, Y37E11AR.5, T12B3.3, Y73F4A.2, ZK678.8, F01F1.12, R11D1.11, R05F9.6, T19H12.10, D2096.3, H22K11.2, H02I12.1, C05C8.7, R09D1.10, Y46G5A.31, C33C12.3, R11A5.4

### Transcriptome characterization of *wrn-1*(*gk99*) and wild type strains treated with vitamin C

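Worms of both strains were grown from the L1 larval stage on plates supplemented or not with 10 mM sodium ascorbate (vitamin C, vitC) and harvested at L4, with 3 biological replicates per group. The reads counted on genes ranged from 16906355 to 22417513 per vitamin C treated N2 library (median 17599773) and from 13446257 to 26467255 per vitamin C treated wrn-1(gk99) library (median 22582056). The treated libraries were part of the same limma fit as the untreated ones. Across the 14352 genes tested, Pearson's r of the log2 values between replicates was 0.992 in N2, 0.995 to 0.997 in wrn-1(gk99) and 0.993 to 0.995 in vitamin C treated wrn-1(gk99) worms (genes are not independent replicates). Replicates 1 and 2 of vitamin C treated N2 had an r of 0.994. The library labelled N2 vitC replicate 3 had an r of 0.960 to 0.961 with those replicates and of 0.994 to 0.996 with the 3 libraries of vitamin C treated wrn-1(gk99). With untreated N2 its r was 0.968 to 0.970. It was kept in its labelled group, and several values for vitamin C in N2 are also given without it.

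**Figure D2:**
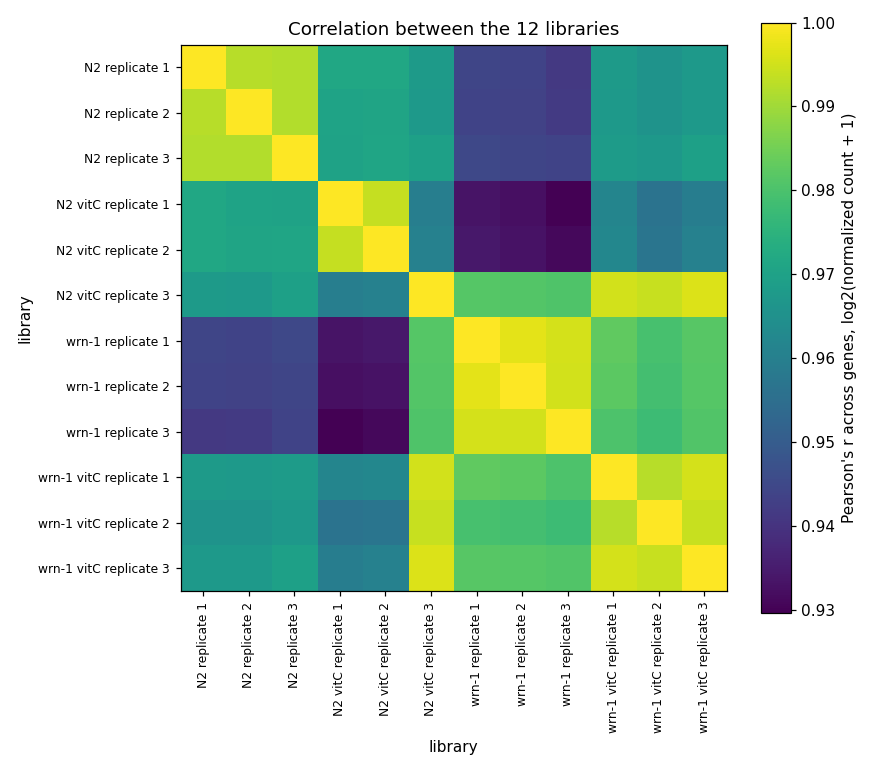
Pearson's r across 14352 genes between the log2 normalized counts of each pair of the 12 libraries, with libraries on both axes in the order of the groups and r as colour. The library labelled N2 vitC replicate 3 has its highest values with vitamin C treated wrn-1(gk99) (0.994 to 0.996) and lower values with the other replicates of its label (0.960 to 0.961).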

We compared the global mRNA expression of synchronized untreated worms with synchronized worms grown with vitamin C until the L4 stage. Lists of genes differentially expressed were generated by requiring that the absolute value of the fold change be higher than two, that the mean number of reads for each gene be higher than 145 for at least one of the genotype, and the adjusted *P*-value be lower than 0.01. When we compared the global expression of untreated *wrn-1*(*gk99*) worms with vitamin C treated *wrn-1*(*gk99*) worms, we found 311 genes to be differentially expressed (139 down and 172 up regulated genes, respectively) between both populations (Additional file 4: Table S4). 

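With vitamin C, 258 genes were called in wrn-1(gk99) worms, 189 higher and 69 lower than in untreated wrn-1(gk99), and 241 of the paper's 311 genes were among them in the same direction. Without a minimum group mean 394 genes were called. With only the 2 groups compared, 353 genes were called (210 higher and 143 lower) and all 311 of the paper's genes were among them, while leaving out each library of either group in turn gave 210 to 239. Among the 258, mltn-7 (Y39D8B.1, on chromosome V with 9 exons) rose from 156 ± 10.6 normalized counts (SD, n = 3) to 808 ± 144 (SD, n = 3), a log2 fold change of 2.35 (SE 0.18, adjusted p = 6.45e-06, limma). Those of F53F4.4, grl-19, C13A2.6 and mltn-11 were 2.297, 2.28, 2.27 and 2.27. The largest decrease was that of Y19D10B.7 (on chromosome V with 2 exons), from 247 ± 36.1 (SD, n = 3) to 58.1 ± 16.6 (SD, n = 3), a log2 fold change of -2.10 (SE 0.39, adjusted p = 0.00302, limma). Next were F35E12.5 (-1.92), ilys-5 (-1.90), F08G5.6 (-1.86) and cyp-35A3 (-1.75). The adjusted p-value of F35E12.5 was 0.00878 (limma) and rose above 0.01 in every fit that left out a library of these groups. Over all alternatives it ranged from 3.75e-13 to 0.0341. Replicates 1 to 3 of vitamin C treated N2, in neither group, had 5196, 4948 and 1101 normalized counts of F35E12.5. That spread entered its pooled variance.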

DAVID analysis on this list of genes revealed enrichments for two main down regulated biological processes (Table 4). The main affected processes included genes involved in locomotion and anatomical structure development. 

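All 26 genes that the paper lists in Table 4 for anatomical structure development had a lower mean in vitamin C treated than in untreated wrn-1(gk99) worms, with log2 fold changes from -1.40 to -1.01 and a median of -1.15. Of these, 11 were called with an adjusted p-value under 0.01 over all genes tested, and 20 had one when adjusted over the list alone. All 24 genes listed for locomotion were lower too (median -1.15, from -1.34 to -1.01), with 15 called and 24 under 0.01 over the list alone. These lists are the paper's own calls on the same libraries. With only the 2 groups compared, all 26 and all 24 were called. The largest decrease was that of col-133 (F52B11.4, on chromosome IV with 2 exons), from 1833 ± 39.9 normalized counts (SD, n = 3) to 696 ± 42.1 (SD, n = 3), a log2 fold change of -1.40 (SE 0.28, adjusted p = 0.00427, limma). The ram-2 gene (F38A3.2, on chromosome II with 2 exons) fell from 19841 ± 559 (SD, n = 3) to 7842 ± 172 (SD, n = 3). Its log2 fold change was -1.34 (SE 0.36, adjusted p = 0.0215, limma, range 2.14e-11 to 0.0685 over the alternatives), so it was not called. In untreated wrn-1(gk99) against N2 the genes of both lists had median log2 fold changes of 1.73 (anatomical structure development) and 1.60 (locomotion).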

No significant biological processes were up regulated (with a Benjamini P-value <0.05). 

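In N2 worms, 358 genes were called between vitamin C treated and untreated worms, 166 higher and 192 lower with vitamin C (46.4% higher). With equal totals 257 were higher and 140 lower (64.7% higher). Leaving out the library labelled N2 vitC replicate 3 gave 659 genes, 371 higher and 288 lower, and 301 genes were called in the same direction with and without it. With only the 2 groups compared and all 3 replicates kept, 130 genes were called, 27 higher and 103 lower (20.8% higher). Of the 296 genes of the paper's list, 287 were among the 358 in the same direction and 232 among the 659. The largest increase was that of mltn-10 (F19H8.5, on chromosome II with 10 exons), from 102 ± 12.9 normalized counts in untreated N2 (SD, n = 3) to 1098, 1097 and 204 in replicates 1 to 3 with vitamin C. Its log2 fold change was 2.61 (SE 0.50, adjusted p = 0.00289, limma) and 3.42 without the library labelled replicate 3. Those of F26D11.2, R05G9R.1, col-163 and F28G4.4 were 2.27, 2.02, 1.99 and 1.83, and 3.08, 2.82, 2.68 and 2.31 without that library. The decreases of Y54G2A.57, C33B4.5, Y46H3A.5, col-72 and col-51 were between -1.97 and -1.89, and between -1.57 and -1.29 without it. Each of these genes, mltn-10 included, had an adjusted p-value above 0.01 under some alternative. The highest ran from 0.0340 (F28G4.4) to 0.0886 (R05G9R.1) for the increases and from 0.0141 (Y46H3A.5) to 0.0587 (C33B4.5) for the decreases.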

When we compared the global expression of untreated wild type worms with vitamin C treated wild type worms, we found 296 genes to be differentially expressed (193 down and 103 up regulated genes, respectively) between both populations (Additional file 5: Table S5). DAVID analysis on this list of genes revealed a significant down regulation of only one set of genes involved in proteolysis (Table 4). 

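The 14 genes that the paper lists in Table 4 for proteolysis were all called lower in vitamin C treated N2 worms, with log2 fold changes from -1.54 to -1.01 (median -1.16). All 14 had an adjusted p-value under 0.01 over all genes tested and over the list alone, which is the paper's own selection. Without the library labelled N2 vitC replicate 3 the median was -1.01, all 14 kept an adjusted p-value under 0.01 and 9 were called, the others falling short of a ratio of 2. With only the 2 groups compared and all replicates kept, 9 of the 14 were called. The largest decrease was that of wrt-7 (ZK1037.10, on chromosome V with 10 exons), from 5461 ± 87.5 normalized counts (SD, n = 3) to 2824, 2710 and 869 in replicates 1 to 3, a log2 fold change of -1.54 (SE 0.33, adjusted p = 0.00569, limma) and -0.98 without the library labelled replicate 3. That of wrt-8 (C29F3.2) was -1.51 (SE 0.18, adjusted p = 0.000111, limma) and -1.28 without that library. In wrn-1(gk99) worms 8 of the 14 genes were lower with vitamin C and none was called (median log2 fold change -0.10). In untreated wrn-1(gk99) against N2 all 14 were lower and 11 were called (median -1.29).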

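Of the 258 genes called with vitamin C in wrn-1(gk99) and the 358 called in N2 worms, 13 were called in the same direction in both (11 higher and 2 lower) and 4 in opposite directions, where 3.11 in the same direction would be expected if both lists were independent. When the library labelled N2 vitC replicate 3 was left out, the lists held 354 and 659 genes, of which 91 were shared in the same direction (38 higher and 53 lower, 8.32 expected) and 7 in opposite directions. Leaving out any other library gave fewer, the lowest being 5.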

Finally, the list of genes in the vitamin C treated wild type *versus* untreated wild type worms was very different from the list of differentially expressed genes in untreated *wrn-1*(*gk99*) *versus* vitamin C treated *wrn-1*(*gk99*) worms. 

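Among the 13 genes called in the same direction in both strains, mup-4 (K07D8.1, on chromosome III with 20 exons) fell with vitamin C from 9948 ± 703 normalized counts (SD, n = 3) to 4493 ± 675 (SD, n = 3) in wrn-1(gk99) worms, a log2 fold change of -1.15 (SE 0.16, adjusted p = 0.000421, limma). In N2 worms it fell from 13270.3 ± 671 (SD, n = 3) to 5695 ± 1365 (SD, n = 3), a log2 fold change of -1.25 (adjusted p = 0.000235, limma). C27D9.2 (on chromosome II with 3 exons) had log2 fold changes of -1.13 in wrn-1(gk99) (adjusted p = 0.000188) and -1.49 in N2 (adjusted p = 2.57e-05). F12A10.1 (on chromosome II with 2 exons) rose by 1.68 in wrn-1(gk99) (adjusted p = 2.34e-06) and by 1.01 in N2 (adjusted p = 6.17e-05) on the log2 scale. The ugt-18 gene (ZC443.5, on chromosome V with 8 exons) rose from 108 ± 8.71 (SD, n = 3) to 351 ± 24.2 (SD, n = 3) in wrn-1(gk99) and from 111 ± 16.3 (SD, n = 3) to 333 ± 38.0 (SD, n = 3) in N2. Its log2 fold changes were 1.69 (adjusted p = 6.45e-06) and 1.58 (adjusted p = 1.02e-05, limma). Without the library labelled N2 vitC replicate 3 the changes of these genes in N2 were -1.03, -1.40, 1.06 and 1.501, and all were still called. The other genes shared, listed after the calls were made, were C17F4.2, col-124, F44G3.2, col-163, F53F4.4, grl-3, R148.7, T05A8.6 and mltn-11, all higher with vitamin C.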

Only four genes were regulated in a similar way in both lists and they included *mup-4*, C27D9.2 (down regulated), F12A10.1, and *ugt-18* (up regulated). The *mup-4* gene encodes a transmembrane protein required for junctional attachments between hypodermis and muscle [26]. The *ugt-18* gene encodes a protein with putative UDP- glucuronosyltransferase activities (referenced in http://www.ncbi.nlm.nih.gov/gene/179759). The C27D9.2 and F12A10.1 genes code for uncharacterized proteins (http://www.wormbase.org). These results indicate that although vitamin C increased the life span of both mutant and wild type worms, it affected different sets of genes and biological processes in both strains.

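The difference between the responses of the strains was tested as an interaction of strain and vitamin C in the same limma fit. With an adjusted p-value under 0.01, a difference of at least 1 on the log2 scale and a mean above 145 in any group, 881 genes responded differently, 577 with a more positive response in wrn-1(gk99) and 304 with a more positive response in N2. Without the library labelled N2 vitC replicate 3 there were 1126, and leaving out each of the 12 libraries in turn gave 746 to 1126. Across the 14352 genes the log2 fold changes with vitamin C in wrn-1(gk99) and in N2 had a Pearson's r of -0.03 (genes are not independent replicates), which ran from -0.11 to 0.09 when each library was left out in turn. Some genes of the paper's lists responded in both strains. Without the library labelled N2 vitC replicate 3, 16 of the 26 genes listed for anatomical structure development and 10 of the 24 listed for locomotion were called lower with vitamin C in N2 as well, against 0 and 1 with all replicates. From the small number of genes in common and the different processes found for each list, the paper draws its conclusion about both strains.

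**Figure D3:**
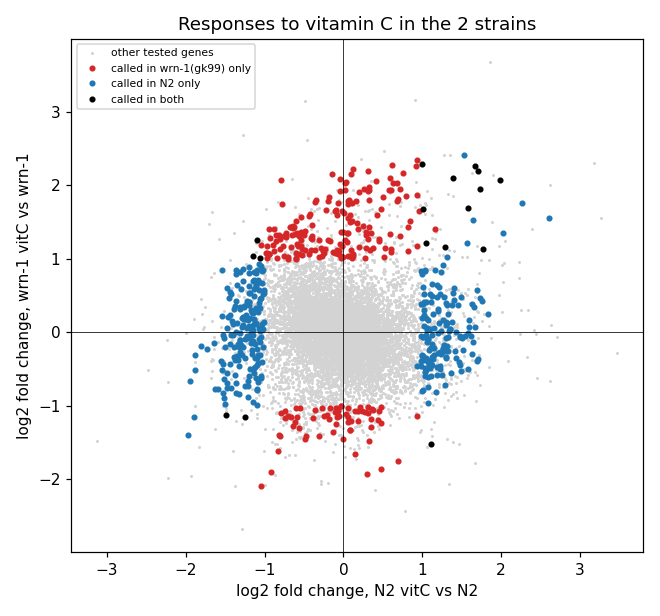
Log2 fold change with vitamin C in N2 (x axis) against that in wrn-1(gk99) (y axis), one point per gene, in red for genes called in wrn-1(gk99) only, blue in N2 only, black in both and grey in neither. The 13 genes called in the same direction in both are black points in the upper right and lower left.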

**Table 4:** **Comparison of biological processes altered in** ***wrn-1*** **mutant or wild type** ***C. elegans*** **strains treated with vitamin C**

Down in ***wrn-1***mutant + vitamin C ***vs***untreated ***wrn-1***mutant ***C. elegans***strain		
Category	Benjamini ***P***-value	Genes
Locomotion	0.0081	K07D8.1, C29F4.1, W05B2.1, T10E10.2, T28C6.6, T10E10.6, F46B3.5, F38A3.2, F55C10.3, T01B10.2, T28C6.4, C44C10.1, T22A3.8, F13H6.1, C26C6.3, F30B5.1, ZK270.1, Y4C6B.2, ZK678.5, W05B2.6, T07H6.3, K07C10.1, W05B2.5, Y41E3.2
Anatomical structure development	0.0065	C29F4.1, T10E10.2, T10E10.6, C29E4.1, C09G5.4, F38A3.2, T01B10.2, C44C10.1, F37B4.2, T07H6.3, F52B11.4, W05B2.1, T22B3.1, F27C1.8, T28C6.6, F55C10.3, T28C6.4, T22A3.8, F30B5.1, F11G11.10, B0491.2, F11G11.12, ZK270.1, W05B2.6, Y41E3.2, W05B2.5
**Up in** ***wrn-1*** **mutant + vitamin C** ***vs*** **untreated** ***wrn-1*** **mutant** ***C. elegans*** **strain**		
No significant category		
**Down in N2 + vitamin C** ***vs*** **untreated N2** ***C. elegans*** **strain**		
**Category**	**Benjamini** ***P*** **-value**	**Genes**
Proteolysis	0.0408	T23F4.4, ZK1037.10, F53A9.2, K07B1.1, W07B8.4, T19D2.1, W01A8.6, C29F3.2, B0222.4, F47H4.10, F42A10.8, Y95B8A.1, R10H1.5, C07D10.4
**Up in N2 + vitamin C** ***vs*** **untreated N2** ***C. elegans*** **strain**		
No significant category		

The life span of *wrn-1*(*gk99*) worms treated with vitamin C is similar to the life span of untreated wild type worms (Figure 1). We therefore compared the global expression of vitamin C treated *wrn-1*(*gk99*) worms with the global expression of untreated wild type worms. There were 375 down regulated and 181 up regulated genes in the vitamin C treated *wrn-1*(*gk99*) worms compared to untreated wild type worms, respectively (Additional file 6: Table S6). 

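Between vitamin C treated wrn-1(gk99) and untreated N2 worms, 531 genes were called, 147 higher and 384 lower in treated wrn-1(gk99) (27.7% higher), and 518 of the paper's 556 genes were among them in the same direction. With equal totals 264 were higher and 252 lower (51.2% higher), a scaling under which the median log2 fold change of all genes was 0.19. Leaving out each library of either group in turn gave 447 to 477 genes. The largest decreases were those of lys-8, with a log2 fold change of -4.84 (SE 0.83, adjusted p = 0.00110, limma), srw-85 (-4.52), grd-4 (-4.07), clec-101 (-3.74) and Y54G2A.57 (-3.30). The largest increase was that of fmo-2 (on chromosome IV with 5 exons), from 26.0 ± 10.9 normalized counts (SD, n = 3) to 288 ± 14.1 (SD, n = 3), a log2 fold change of 3.49 (SE 0.87, adjusted p = 0.00866, limma). Its adjusted p-value rose above 0.01 in every fit that left out a library of these groups, as did those of the next largest, Y48E1B.8 (3.03), sodh-1 (2.66) and clec-4 (2.44). In each of these genes the library labelled N2 vitC replicate 3, in neither group, lay far above replicates 1 and 2 of its label. For fmo-2 it had 290 normalized counts against 9.42 and 23.5. That spread entered the pooled variance, and the adjusted p-value of fmo-2 ranged from 5.18e-08 to 0.0341 over the alternatives. C40H1.7 followed, with a log2 fold change of 2.36 (adjusted p = 5.47e-05, limma). Its adjusted p-value was at most 0.000528 over the alternatives.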

Categorization of the genes in our list using DAVID revealed three significantly up regulated biological processes (Benjamini *P*-value <0.05) in the vitamin C treated *wrn-1*(*gk99*) worms compared to untreated wild type worms (Table 5). Major biological processes that were up regulated in vitamin C *wrn-1*(*gk99*) mutant worms included lipid, cellular ketone, and organic acid metabolic processes (Table 5).

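The genes that the paper lists in Table 5 were all higher in vitamin C treated wrn-1(gk99) than in untreated N2 worms. For lipid metabolism 11 of 14 were called (median log2 fold change 1.26), and for both cellular ketone and organic acid metabolism, whose lists hold the same genes, 7 of 11 (median 1.45). Adjusted over each list alone, 14 of 14 and 10 of 11 had an adjusted p-value under 0.01, but the lists are the paper's own calls on these libraries. With only the 2 groups compared, all of them were called. The T21F4.1 gene (on chromosome X with 6 exons) rose from 229 ± 36.6 normalized counts in N2 (SD, n = 3) to 1126 ± 106 (SD, n = 3), a log2 fold change of 2.303 (SE 0.47, adjusted p = 0.00294, limma). That of ech-9 (F01G10.3) was 1.78 (SE 0.18, adjusted p = 2.72e-05, limma). For lipid metabolism the largest log2 fold change was that of C40H1.7, at 2.36.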

**Table 5:** **Biological processes altered in vitamin C treated** ***wrn-1*** **mutant compared to the untreated wild type** ***C. elegans*** **strain**

Up in ***wrn-1***mutant + vitamin C ***vs***untreated N2 ***C. elegans***strain		
Category	Benjamini ***P***-value	Genes
Lipid metabolic process	0.0014	R09B5.6, F35C11.5, F08A8.2, F01D4.2, K11D2.2, F09C8.1, C48B4.1, ZC416.6, Y49E10.18, ZC443.5, T05E7.1, F46G10.4, F01G10.3, C40H1.7
Cellular ketone metabolic process	0.0039	C44E4.3, R09B5.6, ZK829.4, Y73F4A.2, T21F4.1, F08A8.2, R08E5.2, M02D8.4, F01G10.3, C48B4.1, ZC416.6
Organic acid metabolic process	0.0043	C44E4.3, R09B5.6, ZK829.4, Y73F4A.2, T21F4.1, F08A8.2, R08E5.2, M02D8.4, F01G10.3, C48B4.1, ZC416.6

We next examined the genes that were commonly altered in untreated and vitamin C treated *wrn-1*(*gk99*) worms taking the global expression of the wild type strain as a reference. 

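The 1552 genes called in untreated wrn-1(gk99) and the 531 called in vitamin C treated wrn-1(gk99), both against untreated N2, shared 444 genes called in the same direction and 0 in opposite directions. Independent lists of these sizes would share 31.5, but both comparisons used the same N2 libraries. Leaving out each library of these 3 groups in turn gave 378 to 421 shared genes, and leaving the library labelled N2 vitC replicate 3 out of the variance, chosen after seeing the data, gave 511.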

The Venn diagrams in Figure 3 indicate on one hand that the expression of 472 genes from the *wrn-1*(*gk99*) worms were changed similarly in the absence or presence of vitamin C when compared to wild type worms. There were 317 and 155 genes down and up regulated, respectively, in the *wrn-1*(*gk99*) worms with or without vitamin C compared to untreated wild type worms. 

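Of these 444 genes, 119 were higher and 325 lower than in N2 worms. Their median absolute log2 fold change against N2 was 1.70 in untreated and 1.29 in vitamin C treated wrn-1(gk99) worms, and 345 of them changed less with vitamin C. In the direct comparison of treated with untreated wrn-1(gk99), 95 of them had an adjusted p-value under 0.01 (limma), 23 were called in the direction of N2 and 0 in the direction away from it.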

The list of these genes can be found in (Additional file 7: Table S7). DAVID analyses on the commonly up and down regulated genes indicated that the *wrn-1*(*gk99*) mutation increased the expression of genes involved in oxidation-reduction, cellular ketone, organic acid, and lipid metabolic processes (Table 6). These results indicate that vitamin C did not revert the expression of genes involved in these biological processes in the *wrn-1*(*gk99*) worms.

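The genes of the paper's Table 6 were compared directly between vitamin C treated and untreated wrn-1(gk99) worms. The median log2 fold change with vitamin C was -0.58 for the 11 genes listed for both cellular ketone and organic acid metabolism, -0.47 for the 12 listed for lipid metabolism and -0.77 for the 11 listed for oxidation-reduction. None was called higher, and cyp-35A3 (K09D9.2, on chromosome V with 7 exons) was called lower. It fell from 685 ± 18.4 normalized counts (SD, n = 3) to 204 ± 10.1 (SD, n = 3), a log2 fold change of -1.75 (SE 0.13, adjusted p = 4.30e-06, limma). F08A8.2, which is in each of these lists, was not called. It had 2585, 2575 and 2494 normalized counts without vitamin C and 1049, 1018 and 967 with it. In vitamin C treated N2 it had 184, 186 and 1021 in replicates 1 to 3, a spread that entered the pooled variance. Against untreated N2 worms, 7, 9 and 9 of the listed genes were called with vitamin C. Without it 11, 12 and 10 were called, the oxidation-reduction gene missing being fmo-2. With vitamin C every listed gene kept a ratio above 2 (lowest 2.08, 2.06 and 2.04), so those not called failed on the adjusted p-value only. With only the 2 groups compared, all genes listed for ketone, organic acid and lipid metabolism were called with vitamin C too. Over all 1552 genes called between untreated strains, 1512 lay on the same side of N2 with vitamin C and 1451 changed less, with a median absolute log2 fold change of 1.40 without and 0.81 with vitamin C. These genes had been selected on the untreated libraries. When each untreated wrn-1(gk99) library was left out of the selection in turn, the mean of the vitamin C treated libraries lay nearer to N2 than the library left out for 93.4% of genes. With vitamin C, 225 of the 1552 genes were called in the direction of N2 and 0 away from it. From the genes changed in the same way with and without vitamin C, the paper concludes that vitamin C did not revert these processes.

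**Figure D4:**
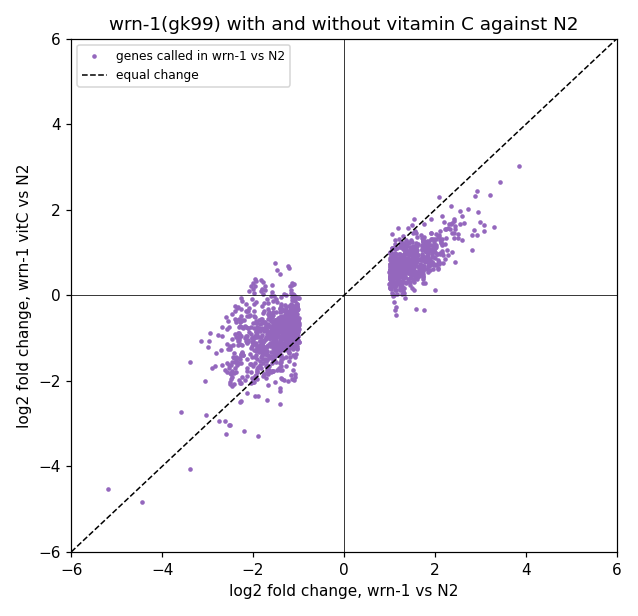
Log2 fold change against untreated N2 of the 1552 genes called in untreated wrn-1(gk99), without vitamin C on the x axis and with vitamin C on the y axis, with a dashed line for equal changes. Most points keep their side of 0 (1512 genes) and lie between 0 and the dashed line (1451 changed less).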

**Figure 3:**
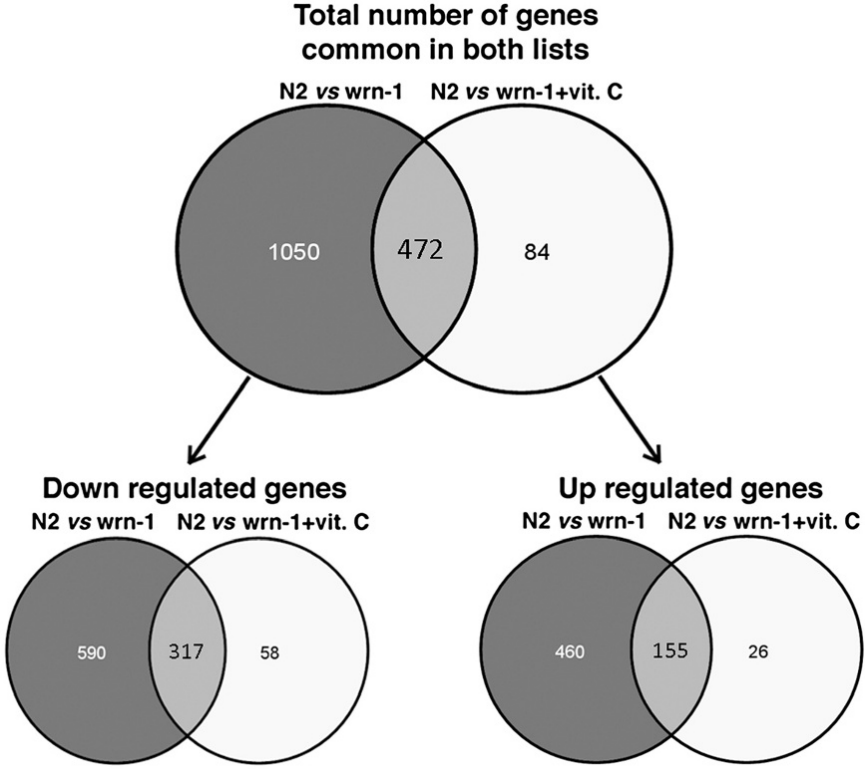
**Venn diagrams showing the number of genes similarly altered in** ***wrn-1*** **mutant** ***C. elegans*** **strains in the presence or absence of vitamin C compared to untreated wild type worms.** The number of genes commonly down regulated or up regulated is also indicated.

**Table 6:** **Biological processes commonly altered in the** ***wrn-1*** **mutant** ***C. elegans*** **strain in the presence or absence of vitamin C**

Up in ***wrn-1***mutant+/-vitamin C ***vs***untreated N2 ***C. elegans***strain		
Category	Benjamini ***P***-value	Genes
Cellular ketone metabolic process	0.0015	C44E4.3, R09B5.6, ZK829.4, Y73F4A.2, T21F4.1, F08A8.2, R08E5.2, M02D8.4, F01G10.3, C48B4.1, ZC416.6
Organic acid metabolic process	0.0022	C44E4.3, R09B5.6, ZK829.4, Y73F4A.2, T21F4.1, F08A8.2, R08E5.2, M02D8.4, F01G10.3, C48B4.1, ZC416.6
Lipid metabolic process	0.0028	Y49E10.18, R09B5.6, F35C11.5, F08A8.2, K11D2.2, T05E7.1, F46G10.4, F01G10.3, C48B4.1, F09C8.1, C40H1.7, ZC416.6
Oxidation-reduction	0.0391	K08C7.5, R07B7.5, R02D3.1, ZK829.4, K12G11.3, C30G12.2, K09D9.2, T13C5.1, F08A8.2, R04B5.5, C48B4.1

### Potential transcription factors involved in vitamin C response in *wrn-1*(*gk99*) and wild type *C. elegans*

We next performed a transcription factors binding site enrichment analysis on the promoters of the genes altered by vitamin C in both *wrn-1*(*gk99*) and wild type strains. We used publically available ChIP-seq data recently generated for 164 transcription factors in *C. elegans* [27]. Promoter analysis of all the genes differentially expressed by vitamin C in wild type worms revealed a significant enrichment of binding sites for NHR-28 and MAB-5 transcription factors (see the Additional file 8: Table S8). The *C. elegans* NHR-28 protein is an orphan nuclear hormone receptor with zinc finger domains required for DNA binding (http://www.wormbase.org). MAB-5 is a homeodomain transcription factor related to the Antennapedia and Ultrabithorax family of homeodomain proteins. It regulates proliferation, differentiation and morphogenesis in *C. elegans* [28]. The expression of *nhr-28* and *mab-5* genes was not significantly changed in vitamin C treated compared to untreated wild type animals (Additional file 1: Table S1). These results suggest that vitamin C altered the activity of these transcription factors at a post-transcriptional level in wild type animals.

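The nhr-28 gene (C11G6.4, on chromosome X with 10 exons) had 339 ± 25.8 normalized counts in untreated (SD, n = 3) and 384 ± 57.5 in vitamin C treated N2 worms (SD, n = 3), a log2 fold change of 0.17 (SE 0.11, adjusted p = 0.273, limma) and of 0.05 without the library labelled N2 vitC replicate 3. The mab-5 gene (C08C3.3, on chromosome III with 5 exons) had 328 ± 59.98 in untreated N2 (SD, n = 3) and 503, 547 and 228 in replicates 1 to 3 with vitamin C. Its log2 fold change was 0.29 (SE 0.26, adjusted p = 0.470, limma). Without the library labelled replicate 3 it was 0.69, with a ratio of 1.60 and an adjusted p-value of 0.000287 (limma), the lowest of a range up to 0.902 over the alternatives.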

Promoter analysis of all the genes differentially expressed by vitamin C in *wrn-1*(*gk99*) mutant worms revealed a significant enrichment of binding sites for TLP-1, NHR-76, PHA-4 and NHR-28 transcription factors (see the Additional file 9: Table S9). TLP-1 is a zinc finger protein of the Sp family of transcription factor. It is a transcription factor that acts downstream of Wnt signals and that control cell polarity and patterning in *C. elegans* [29]. NHR-76 is a nuclear hormone receptor transcription factor involved in body fat regulation in *C. elegans* [30]. PHA-4 is a transcription factor of the FoxA (forkhead) family that mediates diet-restriction induced longevity in *C. elegans* [31]. It also antagonizes the Target of Rapamycin pathway in *C. elegans* [32]. 

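In untreated and vitamin C treated wrn-1(gk99) worms, tlp-1 (T23G4.1, on chromosome IV with 4 exons) had 791 ± 7.03 (SD, n = 3) and 789 ± 63.5 (SD, n = 3) normalized counts, a log2 fold change of -0.01 (SE 0.17, adjusted p = 0.987, limma) whose sign changed with the scaling. The means of nhr-76 (C05G6.1, on chromosome IV with 9 exons) were 75.99 ± 9.63 (SD, n = 3) and 54.2 ± 9.16 (SD, n = 3), a log2 fold change of -0.49 (SE 0.20, adjusted p = 0.112, limma), and its libraries with and without vitamin C did not overlap. Those of pha-4 (F38A6.1, on chromosome V with 8 exons) were 865 ± 36.7 (SD, n = 3) and 939 ± 113 (SD, n = 3), a log2 fold change of 0.11 (adjusted p = 0.464). The nhr-28 gene fell from 434 ± 13.0 (SD, n = 3) to 389.9 ± 15.3 (SD, n = 3), a log2 fold change of -0.16 (adjusted p = 0.355, limma), and its libraries did not overlap either.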

The expression level of these four transcription factors in *wrn-1*(*gk99*) mutant worms was not significantly changed by the addition of vitamin C (Additional file 1: Table S1). These results suggest that vitamin C altered the activity of these transcription factors at a post-transcriptional level in *wrn-1*(*gk99*) mutant worms.

## Discussion

We have previously observed that homozygous mice lacking exons encoding part of the helicase domain of the Werner syndrome gene product have a reduced mean life span of 16.5% compared to wild type mouse [16]. Importantly, such mutant mice exhibit an abnormally high oxidative stress that can be neutralized by supplementation of vitamin C in drinking water [16]. In fact, vitamin C re-established the normal mean life span of *Wrn* helicase mutant mice. Interestingly, *C. elegans* lacking the *wrn-1* helicase ortholog also have a reduced mean life span compared to wild type worms [19]. The global mRNA expression of whole *wrn-1*(*gk99*) worms by RNA-seq analyses indicated major changes in set of genes involved in overall carbon metabolism (sugars and lipids). These results are consistent with the premature aging phenotype observed in worms with a reduced WRN-1 helicase activity [19, 33]. Although the analysis was performed on mRNA from L4 stage *C. elegans*, altered expression of these genes will have an effect on the duration of adulthood. Indeed, alterations in reactive oxygen species and ATP levels has been observed in adult *wrn-1*(*gk99*) mutant worms [19]. Notably, alteration in the expression of several sets of genes involved in growth and lipid or fatty acid metabolism has not only been observed in cultured *Wrn* mutant mouse embryonic fibroblasts but also in the liver of *Wrn* helicase mutant mice [16, 34]. Importantly, since we noticed a three hours developmental delay in *wrn-1(gk99)* animals compared to wild type, we carefully monitored physiological developmental cues (i.e. vulva and gonad development) in both animal population before harvesting them to perform mRNA analysis (as described in the Methods). Therefore, the change of the expression profile of genes involved in different biochemical pathways observed between *wrn-1*(*gk99*) mutant and wild type animals reflect accurately the difference detected at a specific developmental time point rather than a developmental shift caused by the loss of *wrn-1*. Detailed comparative microscopic and genetic analyses along with global mRNA expression analyses at several developmental stages will be necessary to acquire a better picture of changes as a function of not only chronological but also biological age in *wrn-1*(*gk99*) mutant animals.

Vitamin C treatment increased the mean life span of *wrn-1*(*gk99*) worms to untreated wild type levels. This is similar to the result obtained with mice. Vitamin C supplementation rescued the shorter mean life span of *Wrn* mutant mice [16]. Vitamin C also significantly increased the life span of wild type *C. elegans* (Figure 1). We did not see an increase in the life span of wild type mice supplemented with vitamin C in a previous study [16]. Unlike mice, wild type *C. elegans* do not have the enzyme required for the synthesis of their own vitamin C as far as we can tell. However, *C. elegans* contains three potential cytochromes b561 encoding genes (F55H2.5, F39G3.4 and F39G3.5) [35]. Cytochromes b561 are intrinsic membrane proteins containing two heme molecules, and reducible by ascorbate. They have been suggested to function as electron transporters, shuttling electrons across membranes from ascorbate to an acceptor molecule. The one-electron oxidation product of ascorbate, monodehydro-ascorbate has been shown, at least *in vitro*, to function as an electron acceptor for cytochromes b561. This reaction results in the regeneration of a fully reduced ascorbate molecule [35]. The presence of Cytochromes b561 encoding genes in *C. elegans* suggests that this species could potentially use vitamin C in different chemical reactions [36]. The impact of vitamin C on the levels of different metabolites required for energy or impacting on ROS levels in the body of wild type and *wrn-1*(*gk99*) *C. elegans* is currently under investigation. Interestingly, the expression of the F39G3.4 gene is reduced in *wrn-1*(*gk99*) mutants (Additional file 3: Table S3) but was not changed by the addition of vitamin C (Additional file 4: Table S4). 

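The F39G3.4 gene (on chromosome V with 4 exons) had 686 ± 30.5 normalized counts in N2 (SD, n = 3) and 189 ± 17.5 in untreated wrn-1(gk99) worms (SD, n = 3), a log2 fold change of -1.86 (SE 0.11, adjusted p = 1.40e-07, limma). With vitamin C its mean in wrn-1(gk99) was 237 ± 20.8 (SD, n = 3), a log2 fold change of 0.32 (adjusted p = 0.0650, limma, range 0.00751 to 0.240 over the alternatives). Among the other genes for cytochromes b561, F39G3.5 had a log2 fold change of -0.71 between wrn-1(gk99) and N2 (adjusted p = 7.48e-06) and of 0.10 with vitamin C in wrn-1(gk99) (adjusted p = 0.391). Those of F55H2.5 were -0.41 (adjusted p = 0.000723, above 0.01 with equal totals) and 0.31 (adjusted p = 0.0140). Neither of these genes reached a ratio of 2.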

The F39G3.4 gene may be required for the regeneration of ascorbate from monodehydro-ascorbate in *wrn-1*(*gk99*) mutants, a hypothesis that will require confirmation*.*

Our results indicate a major difference in gene expression response to vitamin C between wild type and mutant worms. The list of differentially expressed genes in untreated *wrn-1*(*gk99*) mutants *versus* vitamin C treated *wrn-1*(*gk99*) mutants was very different from the list of genes in vitamin C treated wild type *versus* untreated wild type worms (Additional file 4: Tables S4 and Additional file 5: Table S5). These results indicate that although vitamin C increased the life span of both mutant and wild type worms, it affected different sets of genes in both strains. Another important difference is that the mean life span of vitamin C treated *wrn-1*(*gk99*) worms is shorter (~9 days) than vitamin C treated wild type worms (11 days) (Figure 1). The median life span of *wrn-1*(*gk99*) worms treated with vitamin C was close to untreated wild type worms. The expression profile of vitamin C treated *wrn-1*(*gk99*) worms compared to untreated *wrn-1*(*gk99*) worms revealed down regulation of genes involved in biological processes related to locomotion and anatomical structure development. Upon examination of the global mRNA expression analysis of treated and untreated *wrn-1*(*gk99*) worms (taking the global mRNA expression of wild type as a reference), we found that the expression of 472 genes at the mRNA level was similarly altered in mutant worms compared to wild type worms in the presence or absence of vitamin C. The expression of these genes was affected by the *wrn-1*(*gk99*) mutation but was not reversed by vitamin C suggesting that alteration in expression of these genes is not required for the impact of vitamin C on *C. elegans* life span. These genes are involved in oxidation-reduction, cellular ketone, organic acid, and lipid metabolic processes (Table 6). Thus, vitamin C extended the life span of *wrn-1*(*gk99*) worms by altering biological processes not only involved in locomotion but also in anatomical structure development (Table 4). Such processes are indeed affected at the physiological levels, as a knock down of WRN-1 protein expression by the RNA interference technique results in various developmental defects, including small, dumpy, ruptured, transparent body, growth arrest and bag of worms [33].

The mechanism by which vitamin C alters gene expression in mutant and wild type *C. elegans* is unknown. Our analysis of enrichment for specific transcription factor binding sites in the altered genes in the presence of vitamin C have indicated changes in the activity of hormone receptor-type transcription factors (like NHR-28 and NHR-76) and of PHA-4, a transcription factors which activity depends on pathways affecting the status of several metabolites and/or nutrients in *C. elegans*. One important pathway modulated by metabolites is the CeTOR pathway that affects PHA-4 activity [32]. Our hypothesis is that vitamin C not only affects the redox status of cell in *C. elegans*, but also important metabolites that may be used as ligands for nuclear receptors (lipid derived steroidogenic metabolites) or for signaling molecules that regulate the activity of different transcription factors. Metabolomics analysis with both *wrn-1*(*gk99*) mutant and the N2 wild type strains in the absence or presence of vitamin C is underway and is the scope of another study.

## Conclusions

To conclude, our study indicates that 10 mM vitamin C in the growth media increases the mean life span of the *wrn-1*(*gk99*) mutant and the N2 wild type strains at 25°C. However, the alteration of gene expression by vitamin C is different between *wrn-1*(*gk99*) and wild type strains. Based on our criteria to generate lists of differentially expressed genes between genotypes, we observed alteration in the expression of 1522 genes in *wrn-1*(*gk99*) worms compared to wild type worms. Vitamin C did not significantly modify the alteration of 472 of these genes. Such genes are mainly involved in oxidation-reduction, cellular ketone, organic acid, carbohydrate, and lipid, metabolic processes. Vitamin C, in return, altered the expression of several genes in *wrn-1*(*gk99*) worms involved in locomotion and anatomical structure development. It is interesting to mention that vitamin C can rescue the morphology of liver and adipose tissues of Wrn helicase mutant mice [16]. This report thus provides lists of genes that can potentially affect the healthy aging of not only wild type but also *wrn-1*(*gk99*) worms upon genetic manipulation in the presence of vitamin C. It also provides important clues on the biological processes that vitamin C affects to increase life span in *C. elegans*.

## Methods

### *Caenorhabditis elegans*strains

All *C. elegans* strains were maintained as described [37]. The *wrn-1(gk99)* strain was obtained from the *C. elegans* Genetics Center (University of Minnesota, St Paul, MN) and was out-crossed four times with the wild type N2 strain to remove possible unrelated mutations. The *wrn-1(gk99)* contains a 196 bps deletion that inhibits the expression of the protein [38]. 

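The wrn-1 gene (F18C5.2, on chromosome II with 16 exons in the WBcel235 annotation) had 506 ± 9.11 normalized counts in untreated N2 (SD, n = 3) and 781 ± 77.3 in untreated wrn-1(gk99) worms (SD, n = 3). The log2 fold change was 0.62 (SE 0.16, adjusted p = 0.00621, limma), and its adjusted p-value ranged from 3.73e-06 to 0.0289 over the alternatives. With vitamin C the mean was 718 ± 102 in wrn-1(gk99) (SD, n = 3), a log2 fold change of -0.12 against untreated wrn-1(gk99) (adjusted p = 0.665). In vitamin C treated N2 worms replicates 1 and 2 had 407 and 380 normalized counts, and the library labelled replicate 3 had 614. Counts are summed over the whole gene, and reads across the deletion were not analysed here.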

The primers used to genotype this strain are 5′-CTGGCTGTAACTGCACCTGA-3′ and 5′-AAATGGGAGGGAAAGAGCAT-3′. To measure life span, worms were transferred to fresh plates and were grown at 25°C. Death was scored by absence of any movement after several light pokes with a platinum wire.

### Extraction of total RNA and sequencing

Eggs were isolated by standard bleach treatment and hatched overnight at room temperature. The resulting L1 larvae were then distributed over NGM plates supplemented or not with 10 mM vitamin C (Sodium L-ascorbate) (Sigma-Aldrich, ST-Louis, MO) and grown at 25°C. A concentration of 10 mM ascorbate was chosen in this study as it has previously been shown that such a concentration did not influence the survival of *C. elegans* [25]. The developmental stage of the animals was monitored visually until the worms reached the larvae L4 stage. Animals were precisely staged by observing vulval and gonad formation by Nomarski optics before collecting the animals for analysis as described previously [39]. Worms were spun down in an eppendorf tube and lysed in TRIZOL (Invitrogen, Carlsbad, CA) to extract total RNA. RNA quality was checked with an Agilent Bioanalyzer 2100 and libraries were made using the Illumina’s TruSeq v2 kit according to the manufacturer’s recommendations. The RIN (RNA Integrity Number) of all samples was above 8.0. Fifty base pairs paired end sequencing was performed on the HiSeq 2000 machine form Illumina.

### RNA-seq analyses

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus http://www.ncbi.nlm.nih.gov/geo/ [40] and are accessible through GEO Series accession number GSE54173. Table 1 contains the read statistics for the raw reads coming off the sequencer. Detailed statistics on the quality of the reads were calculated with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The 50 base pairs raw sequences were aligned on the *C. elegans* ce10/W220 genome with TopHat [41] using the Ensembl annotations provided with the Illumina iGenomes. The htseq-count software (http://www-huber.embl.de/users/anders/HTSeq) was used to count the number of reads aligned to each gene. These counts were then normalized relative to the sequencing depth with DESeq [42]. DESeq was also used to calculate the fold changes, log fold changes, and significance of the changes for each comparison.

Enrichments for specific biological functions using the DAVID (Database for Annotation, Visualization, and Integrated Discovery) web site [43] were considered significant with a *P*-value smaller than 0.05.

### Validation of mRNA expression

The quantitative measure of selected mRNA expressions was performed by qRT-PCR. Worms were spun down in an eppendorf tube and lysed in TRIZOL (Invitrogen, Carlsbad, CA) to extract total RNA. PolyA + RNA was isolated with the RNeasy plus mini kit (Qiagen, Mississauga, ON). The cDNAs were obtained by reverse transcription using the specific 3′-primer on total RNA (Additional file 2: Table S2 for primer design). cDNA were then subjected to qPCR reaction using PerfeCTa® SYBR® Green FastMix®, Low ROX™ (Quanta Bioscience, Gaithersburg, MD) according to manufacturer instruction. At the end of each run, samples were analyzed on a 2% agarose gel to determine the quality of the amplification. Primers used for qRT-PCR are listed in (Additional file 2: Table S2).

### modENCODE transcription factors binding site enrichment analysis

We downloaded a list of 164 significant ChIP-seq peaks mapped on the ws220 *C. elegans* genome from the modENCODE FTP website (ftp://data.modencode.org/) [27]. Using this significant list of peaks, we first defined for every transcription factors a list of genes located within 500 bp of at least one significant peak. Using this list of genes we computed the overlap enrichment scores between the list of genes targeted by the transcriptions factors and the list of significantly differentially expressed genes identified in our *wrn-1* and wild type gene expression experiments for up-regulated, down-regulated and all significant genes. The enrichment was evaluated based on a one-sided hypergeometric distribution. We consider an enrichment between genes targeted by a transcription factor and the list of genes modulated by vitamin C to be significant if the Benjamini-Hochberg adjusted p-value is lower than 0.05.

## Electronic supplementary material

Additional file 1: Table S1: Normalized counts for each biological replicate. This list gives the normalized number of reads for each gene in each replicate.

Additional file 2: Table S2: Primers used for the quantitative RT-PCR.

Additional file 3: Table S3: List of genes found to be differentially expressed in the *wrn-1* mutant compared to the wild type N2 worms. The columns labeled baseMeanA and baseMeanB represent the mean number of reads (from the normalized counts of Additional file 1: Table S1) for the N2 wild type and the *wrn-1(gk99)* strains, respectively.

Additional file 4: Table S4: List of genes found to be differentially expressed in the vitamin C treated *wrn-1* mutant compared to untreated *wrn-1* mutant worms. The columns labeled baseMeanA and baseMeanB represent the mean number of reads (from the normalized counts of Additional file 1: Table S1) for the untreated *wrn-1(gk99)* and the vitamin C treated *wrn-1(gk99)* worms, respectively.

Additional file 5: Table S5: List of genes found to be differentially expressed in the vitamin C treated wild type N2 compared to untreated wild type N2 worms. The columns labeled baseMeanA and baseMeanB represent the mean number of reads (from the normalized counts of Additional file 1: Table S1) for the untreated N2 wild type and the vitamin C treated N2 wild type worms, respectively.

Additional file 6: Table S6: List of genes found to be differentially expressed in the vitamin C treated wrn-1 mutant compared to untreated wild type worms. The columns labeled baseMeanA and baseMeanB represent the mean number of reads (from the normalized counts of Additional file 1: Table S1) for the untreated N2 wild type and the vitamin C treated *wrn-1(gk99)* worms, respectively.

Additional file 7: Table S7: Genes differentially expressed in a similar way in *wrn-1* mutant worms incubated with or without vitamin C compared to the untreated wild type N2 worms.

Additional file 8: Table S8: List of transcription factors potentially binding to the promoters of genes altered by vitamin C in wild type worms.

Additional file 9: Table S9: List of transcription factors potentially binding to the promoter of genes altered by vitamin C in *wrn-1* mutant worms.

How the deposited data were processed for this re-analysis (not part of the article)

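Whole worms of the wild type N2 strain and of the wrn-1(gk99) mutant were harvested at the L4 stage after growth at 25°C with 0 or 10 mM vitamin C, in 3 biological replicates for each of the 4 groups. The authors made TruSeq libraries, sequenced them on a HiSeq instrument, aligned the reads to the ce10 genome with TopHat using the Ensembl annotation of the Illumina iGenomes, and counted reads per gene with htseq-count. The counting mode, the strand setting and the versions are not named in the paper's text. The authors then divided the counts of each library by its DESeq size factor, and the signal in the deposited table is this normalized count, 1 column per library and none pooled. All value columns were matched to a sample, with 0 left unmatched, and the condition of each column was taken from its label.

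The deposited signal was used as it stands for all main results. In each of the 12 libraries, 100% of the nonzero values were whole multiples of the smallest step, so the number of reads behind each value was recovered for the tools that need counts and for the depth. The 12 libraries had 13446257 to 34234211 reads counted on genes (median 20136361). A gene with 145 normalized counts therefore rests on more than 100 reads in every library, while genes near the minimum of 10 rest on few reads. Genes were named by sequence name against the WBcel235 annotation, which is not the build the authors used, and 14201 of the 14352 genes tested were found in it. Chromosomes and exon numbers come from that annotation.

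The tests were made in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with a trend) on the log2 of the normalized count plus 1, over 12 libraries in 4 groups, for genes with a mean of at least 10. The Benjamini-Hochberg adjustment covered the genes tested in each of the 4 comparisons and in the interaction of strain and vitamin C. A gene was called with an adjusted p-value under 0.01, a ratio of group means of at least 2 or at most 0.5 and a group mean above 145 in at least one group compared. For the interaction, a difference of at least 1 on the log2 scale and a mean above 145 in any group were required. Gene families were defined by the prefix of the gene symbol and tested with limma's camera at an inter-gene correlation of 0.01, giving 24 pairs of a family and a comparison for the 6 families with at least 5 tested genes. The msp and vit families had fewer. The families were fixed before the deposited counts were examined, but after the authors' supplementary results from the same libraries had been seen. The tests were made as set out in the design, with no departure.

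The genes named in the text are every gene the paper's text or Table 2 names, the wrn-1 gene, and in each comparison the 5 with the largest and the 5 with the smallest ratio of group means among those called whose groups did not overlap. The members of the paper's Tables 3 to 6 are summarised by list, with the largest change of each list named. Other names are marked as singled out after their values were seen.

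The alternatives covered the pseudocount (0.1 or 10 in place of 1), the genes tested (all with a nonzero value, or a mean of at least 50), no minimum group mean, the fold change from limma in place of the ratio of means, scaling to equal upper quartiles or equal totals, a fit with only the 2 groups compared, eBayes without a trend, an adjusted p-value under 0.05, a block for the replicate number, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, and each library left out in turn. A fit in which the library labelled N2 vitC replicate 3 was left out of the variance, a single library in the comparison with N2, and scaling and single libraries for the gene families were added after seeing the data. The replicate numbers used for the block are those in the column labels. The paper's text does not say that libraries of the same number were grown or prepared together.

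The analysis was tested on simulated data with the mean counts, groups and library sizes of the real table, one spread for all genes, and changes of 3-fold or 4-fold placed in genes with a mean above 145. Smaller changes and a library unlike its group were not simulated. With limma 198 of 200 changed genes were recovered with 0 false calls, and 397 of 400 genes with a different response were recovered with 1 false call, over 14362 genes. No call was made in a comparison without changed genes. The numbers recovered were 198 and 397 with edgeR and 198 and 396 with DESeq2. Of the gene families, the 1 shifted pair was found and 0 of the 23 others were called.

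The enrichment of functional categories with DAVID, the enrichment of transcription factor binding sites, the RT-PCR and the life spans were not analysed here. No correction for GC content was tried, because no genome sequence was at hand.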

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

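The fit without the library labelled N2 vitC replicate 3 was among those set out earlier, but its use as a test of where the interaction came from was chosen only after the result was seen.

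A difference between the strains under the same treatment was found by a direct test. With all 12 libraries, 881 genes had a different response to vitamin C in wrn-1(gk99) and N2 worms (limma interaction, adjusted p-value under 0.01, a difference of at least 1 on the log2 scale). Treatment labels were exchanged within pairs of the same replicate number to see how often so many genes arise by relabelling. Only 1 of the 32 relabellings, the real one, gave as many, and the largest number among the others was 490. That number came from exchanging the labels of all 3 wrn-1(gk99) pairs, which compares the sum of the responses in place of their difference. The other relabellings mix treated and untreated libraries, which widens the spread, and most gave 0, so this test says little about the difference. The library labelled N2 vitC replicate 3 was a candidate source of the difference, because it resembles vitamin C treated wrn-1(gk99) worms. Without it the number was 1126. Of the 881 genes, 754 were among these in the same direction and 127 were found only with that library, so it was not the source of most of them. GC content and the age at harvest were not tested, so a biological reading, that the strains respond to vitamin C differently, remains a hypothesis. The number of genes varied from 746 to 1126 when each library was left out in turn.

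The paper's text does not discuss the level of the wrn-1 transcript itself, and it was higher in the mutant. Its log2 fold change between untreated wrn-1(gk99) and N2 worms was 0.62 (SE 0.16, adjusted p = 0.00621, limma with Benjamini-Hochberg adjustment), and the 3 wrn-1(gk99) libraries (854, 789 and 699.9 normalized counts) lay above the 3 N2 libraries (516, 499 and 502). The authors' normalization was tested by rescaling to equal totals, which gave 0.79, in the same direction. Reads of an overlapping gene were tested by the annotation, in which 0 other genes overlap its exons. Single libraries mattered for the threshold. The log2 fold change stayed between 0.55 and 0.70 when each library was left out, but the adjusted p-value rose to between 0.0176 and 0.0289 in 5 of these 6 fits, and it ranged from 3.73e-06 to 0.0289 over all alternatives. The library labelled N2 vitC replicate 3 is in neither group. With it left out of the variance, chosen after seeing the data, the adjusted p-value was 1.87e-05 (limma). A strain difference in the transcript may be the source, but GC content, the coverage of single exons and a difference between the library preparations were not tested, so it stays a hypothesis.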

How the results depend on the processing

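The comparisons, thresholds and alternatives were set before the data were examined, except for those marked as chosen after seeing the data. The gene families were also fixed before the deposited counts were examined. By then the authors' supplementary results from the same libraries had been seen, so the family tests were not blind to them. For the changes listed here, the cause was not tested, apart from the part of a single library in the variance.

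The number of genes called between untreated wrn-1(gk99) and N2 worms (1552) stayed within 1.5 times under all alternatives but 1, the absence of a minimum group mean, which gave 2395. It was between 1497 and 1530 when each library of these groups was left out. The same alternative gave 394 in place of 258 genes for vitamin C in wrn-1(gk99), 854 in place of 531 for treated wrn-1(gk99) against N2, and 686 in place of 444 genes changed in the same way in both comparisons with N2. Leaving out a library of the groups compared gave 210 to 239, 447 to 477 and 378 to 421, while the library labelled N2 vitC replicate 3 is in none of these groups and is treated below. For vitamin C in N2 the 358 genes fell to 130 with only the 2 groups compared and ranged from 267 to 659 when a library was left out, the highest without the library labelled N2 vitC replicate 3. The 881 genes with a different response ranged from 746 to 1126 across the 12 fits that each left out a library and from 818 to 1121 under the other alternatives.

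The 13 genes changed in the same way by vitamin C in both strains depended on most choices. They became 3 with only the 2 groups compared, 8 with eBayes without a trend, 20 with equal totals, 22 with an adjusted p-value under 0.05, 22 with DESeq2 and 25 without a minimum group mean, and from 5 to 91 when a library was left out. The correlation between the responses (-0.03) was 0.11 over called genes only and -0.16 as Spearman's rho, and lay between -0.11 and 0.085 across the 12 fits that each left out a library, so its sign was not settled.

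The log2 fold change of the wrn-1 gene (0.62) kept its sign under all alternatives. With eBayes without a trend it was 0.62 with an adjusted p-value of 0.0106 (range over the alternatives 3.73e-06 to 0.0289), and it was 0.55 to 0.70 when a library was left out. The share of genes nearer to N2 with vitamin C (93.4%) was 91.5% without a minimum group mean and, in a test added after seeing the data, 92.6% with a single treated library. The number of pairs of a gene family and a comparison with an adjusted p-value under 0.05 fell from 9 to 1 when the inter-gene correlation was estimated for each family, and was 6 to 9 when a library was left out.

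With the library labelled N2 vitC replicate 3 left out of the variance only, a choice made after seeing the data, 1580, 354 and 599 genes were called in the comparisons of untreated strains, of vitamin C in wrn-1(gk99) and of treated wrn-1(gk99) with N2. The genes shared by both comparisons with N2 became 511. A fit with only the 2 groups compared gave 1580, 353 and 601.

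Few directions reversed. The change of tlp-1 with vitamin C in wrn-1(gk99) (-0.01) became 0.0121 with equal upper quartiles, 0.0097 with equal totals and 0.0094 with edgeR, and lay between -0.067 and 0.047 when a library was left out. It was positive in 3 of these fits (lowest 0.00018). The median of the collagen genes in treated wrn-1(gk99) against N2 (-0.06) became 0.12 with equal totals, which moved the median of all genes from 0.01 to 0.19, so that the collagen genes still lay below it, and 0.0046 without N2 replicate 3, with a range of -0.0779 to 0.0046 when a library was left out, both added after seeing the data. Among the 89 single genes and their other values, 33 became weaker, 13 stronger and 999 kept direction and side of the threshold. With a library left out 79 became weaker, 2 stronger and 450 kept both. For the 9 family results, 13 became weaker and 40 kept both, and with a library left out 3 and 50. The ratio of means has no counterpart in the interaction and the wrn-1 value is already limma's, so the fold change from limma was not run for them.

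With a block for the replicate number, the counts were 1554, 248, 354 and 530 for the 4 comparisons, 871 for the interaction, 11 and 445 for the shared genes and 7 for the families, and the wrn-1 gene had 0.62 (adjusted p = 0.00947). Libraries of the same number in both groups of a comparison were hardly correlated after removing group means (mean r 0.0967, 0.0872, 0.0495 and 0.0583), so the block was not used in the main results.

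Depth limited the genes with few reads. The 145 minimum had to be passed in one group only, so genes called could have few reads in the other, such as gpx-3 with a mean of 23.6 in N2, while arrd-24 had 0 to 9.59 normalized counts in N2 and nlp-32 had 2.82 to 7.29 in wrn-1(gk99).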

Differences from the paper's values

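A gap between numbers of genes counts here as closed when they lie within 1.5 times of each other, which can leave part of the difference. The paper gives 139 genes down regulated by vitamin C in wrn-1(gk99) worms, and 69 were called here. Among the alternatives set before the data were examined, no minimum group mean (114), only the 2 groups compared (143), an adjusted p-value under 0.05 (114) and DESeq2 (101) closed the gap, and so did leaving the library labelled N2 vitC replicate 3 out of the variance (143), which was chosen after seeing the values. The others did not, with 57 to 73 genes, and 45 to 55 when a library was left out. A similar number need not be the same genes. Of the 311 genes the paper lists for this comparison in either direction, 241 were called here, 241 without a minimum group mean, 311 with only the 2 groups compared, 285 at 0.05, 272 with DESeq2 and, in the fit without the library labelled N2 vitC replicate 3, 311.

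The paper gives 103 genes up regulated by vitamin C in N2 worms, and 166 were called here. Of the alternatives set before the data were examined, eBayes without a trend (134) and each fit without one of the N2 libraries or without N2 vitC replicate 1 or 2 (94 to 104) closed the gap. The others did not, with 27 genes when only the 2 groups were compared, 371 without the library labelled N2 vitC replicate 3 and 155 to 264 under the rest. Of the 296 genes the paper lists for this comparison in either direction, 287 were called here, 281 with eBayes without a trend and 233 to 256 in those fits without a library.

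The paper gives 4 genes changed in a similar way by vitamin C in both strains, and 13 were found here. Of the alternatives set before the data were examined, only the 2 groups compared (3) and the fits without any N2 library, N2 vitC replicate 1 or 2, wrn-1(gk99) replicate 3 or treated wrn-1(gk99) replicate 2 (5 to 6) closed the gap. The others did not, with 91 genes without the library labelled N2 vitC replicate 3 and 7 to 25 under the rest.

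The paper's Table 2 gives a base mean of 1277 for acs-2 in wrn-1(gk99) worms, and the mean here was 1960.4. None of the alternatives set before the data were examined closed the gap, with 1952 after equal upper quartiles and 2034 after equal totals. The ratio of the means here was 3.30, which is the fold difference Table 2 gives for this gene, and the base means in the paper's gene lists differ from the group means here by at most 0.000487%.

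Some statements of the paper differ from the values. The paper puts the mean of nlp-32 in both strains below a bound that its N2 mean of 135 normalized counts exceeds. It puts arrd-24 below a bound in all replicates, and the wrn-1(gk99) replicates 1 and 3 had 33.9 and 36.8. It states that PCR products were detected only above 145 reads, while Table 2 gives an RT-PCR fold difference for nas-3, with 48.9 in N2, for gpx-3, with 23.6 in N2, and for pes-8 and ugt-33, with 66.5 and 69.1 in wrn-1(gk99). It states no difference for tba-1, with an RNA-seq fold difference of -1.19 and no significant change by RT-PCR in Table 2. The N2 libraries of tba-1 all lay above the wrn-1(gk99) libraries, with a log2 fold change of -0.25. The adjusted p-value of 0.0844 (limma, range over the alternatives 7.94e-05 to 0.465) was not under 0.01, so the main test does not contradict the paper here. With equal totals the means were 11660 in N2 and 11016 in wrn-1(gk99).

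The paper lists fmo-2 as up regulated in wrn-1(gk99) worms, and it was not called here (log2 fold change 2.92, adjusted p = 0.0129). It was called with only the 2 groups compared, with an adjusted p-value under 0.05 and with DESeq2. It was also called with the library labelled N2 vitC replicate 3 left out of the variance, chosen after seeing the values. The paper lists ram-2 as down regulated by vitamin C in wrn-1(gk99), and it was not called here (log2 fold change -1.34, adjusted p = 0.0215). It was called with only the 2 groups compared, with an adjusted p-value under 0.05 and, chosen after seeing the values, with that library left out of the variance.

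Of the paper's lists, 1510 of 1522, 241 of 311, 287 of 296 and 518 of 556 genes were called here for the untreated strains, vitamin C in wrn-1(gk99), vitamin C in N2 and treated wrn-1(gk99) against N2. With only the 2 groups compared the numbers were 1522, 311, 127 and 556. The paper's gene Y46G5.20 was taken as Y46G5A.20, whose means match the paper's.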

Other observations

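The tests on the collagen genes, and the use of the fit without 1 library as a test of the genes shared between the vitamin C responses, were chosen only after the results were seen, and the comparison of single treated libraries was added after the data had been seen.

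The library labelled N2 vitC replicate 3 resembled vitamin C treated wrn-1(gk99) worms. In 16 genes the strains were separated by at least 2 on the log2 scale over the other 11 libraries, 6 higher in N2 and 10 higher in wrn-1(gk99). The library lay on the wrn-1(gk99) side at 100% of them, as a mislabelled sample would. In srw-85 it had 94.5 normalized counts, where the other libraries of N2 had 1633 to 1820 and those of wrn-1(gk99) 41.8 to 87.3, and in sodh-1 it had 2852, where they had 357 to 504 and 2833 to 5126. A mixture of both strains was tested in 78 genes, in which it lay a median fraction of 0.996 of the way from N2 vitC replicates 1 and 2 to treated wrn-1(gk99), so a partial mixture was not seen. A copy of a deposited library was tested by the chi-square per gene, which was 2.32 for the nearest treated wrn-1(gk99) library where sampling noise alone gives 1, so it was not an exact copy. Pairs within treated wrn-1(gk99) had 6.53 to 22.4 and the closest replicates of any group 1.40, so a second preparation or sequencing of the same sample was not excluded. Depth was tested by thinning libraries to 13446257 reads, after which its mean r with treated wrn-1(gk99) still exceeded that with N2 vitC replicates 1 and 2 by 0.0345. Another age at harvest was weighed with the same genes, 100% of which lay within the range of the wrn-1(gk99) libraries widened by 0.5 on the log2 scale at either end, but genes that separate the strains may also change with age, so age cannot be excluded. A mislabelled sample remains a candidate explanation, and no biological explanation was tested. The labels were not changed in any result.

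The small number of genes shared between the vitamin C responses of the strains (13) may rest on this library. Without it 91 genes were shared, so the low number cannot be told apart from an effect of that library, and leaving out any other library gave fewer than 13. Of 32 relabellings of treatment within same-numbered pairs, only 1, the real one, gave as many shared genes as the 13, and the largest number among the others was 4, after exchanging the labels of all 3 wrn-1(gk99) pairs. Most of the others gave 0 shared genes, so this test could hardly have come out otherwise, and it asks whether 13 is more than relabelled data give, not whether it is few. The authors' lists for both strains had 8 genes in common, 4 changed in the same direction and 4 in opposite directions.

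The number of genes called was compared with other splits of the same 6 libraries. Libraries share replicate numbers, so the real split was set against splits that part all 3 same-numbered pairs. In each of the 4 comparisons, 1 of 4 such splits, the real one, gave as many genes (1552, 258, 358 and 531), and the others gave 0. The remaining splits, up to 10 in all, part 1 such pair only and also gave 0. Those splits mix the groups on each side, which widens the spread, so 0 genes could be foreseen, and a design of 3 against 3 cannot give a smaller share. These counts therefore say little about grouping by chance in either direction. At an unadjusted p-value under 0.05 the real splits had 9064, 4487, 4996 and 7340 genes.

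The genes called in untreated wrn-1(gk99) worms moved toward N2 with vitamin C, for 93.4% of genes on average over the 3 fits that each left out a wrn-1(gk99) library (93.7%, 93.3% and 93.2%). A mean of 3 libraries is less noisy than the single library left out, so noise was tested by comparing single treated libraries, which gave 92.6%. A partial return toward wild type expression may be a biological effect of vitamin C, but a difference between the ages of the worms at harvest was not tested, and the hypothesis was tested on the same data.

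Of the 6 gene families tested, the collagen genes did not shift in one direction with the wrn-1 mutation, with 65 of 129 lower, 64 higher and a median log2 fold change of -0.02 (adjusted p = 0.458, camera), a test that does not see members changing in both directions. They shifted with vitamin C in N2 worms, with 110 of 129 lower and a median log2 fold change of -0.59 (adjusted p = 2.06e-07, camera, range 1.67e-12 to 0.00441 over the alternatives). Rescaling to equal totals gave a median of -0.48, so the collagen genes stayed lower under either scaling. The rescaling also moved the median of all genes from -0.03 to 0.07. Because it shifts all genes alike, it cannot tell whether a few genes taking most of the counts lie behind the difference. Without the library labelled N2 vitC replicate 3 the collagen median was -0.90. Without N2 vitC replicate 1 it was -0.36, and without N2 vitC replicate 2 it was -0.38. Gene length was tested with 10000 random lists of genes of matched length, and 0% of them had a median as low, the lowest being -0.18. In wrn-1(gk99) worms 81 of 129 were lower with vitamin C (median -0.45, adjusted p = 0.0983, camera), with an adjusted p-value of 0.00678 without the library labelled N2 vitC replicate 3, the lowest of a range up to 0.202 over the alternatives, and a difference between the strains was not tested for the family. A lower expression of collagen genes with vitamin C in N2 at this stage may be a biological effect, but GC content and the age at harvest were not tested, so it remains a hypothesis.

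The other pairs of a family and a comparison with an adjusted p-value under 0.05 lost it when the inter-gene correlation was estimated (adjusted p-values up to 0.283). Against N2, untreated wrn-1(gk99) worms had lower hedgehog-related genes (median log2 fold change -0.69, adjusted p = 0.0161, 35 of 55 lower) and higher C-type lectin genes (0.53, adjusted p = 0.0198, 77 of 115 higher). With vitamin C in wrn-1(gk99), the values were 0.26 (adjusted p = 0.0400, 30 of 55 higher) for hedgehog-related and -0.19 (adjusted p = 0.0198, 74 of 115 lower) for C-type lectin genes. With vitamin C in N2 they were -0.49 (adjusted p = 0.0390, 34 of 55 lower) for hedgehog-related and 0.20 (adjusted p = 0.0227, 13 of 17 higher) for molting genes. In treated wrn-1(gk99) against N2 they were -0.26 (adjusted p = 0.0302, 30 of 55 lower) for hedgehog-related and -0.06 (adjusted p = 0.0161, 65 of 129 lower) for collagen genes, whose sign flips with equal totals, where the median of all genes rose to 0.19 and that of the collagen genes to 0.12, still below it, and without N2 replicate 3. With the library labelled N2 vitC replicate 3 left out, the hedgehog-related genes lost an adjusted p-value under 0.05 in the 3 comparisons with treated worms (0.259 in wrn-1(gk99), 0.105 in N2 and 0.224 in treated wrn-1(gk99) against N2, with ranges over the alternatives of 0.0306 to 0.259, 0.00577 to 0.202 and 0.00430 to 0.224), and so did the collagen genes in treated wrn-1(gk99) against N2 (0.268, range 4.17e-05 to 0.268). The other pairs kept adjusted p-values of 0.0188 to 0.0444 there.

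Collagen genes took 12.5% to 13.3% of all normalized counts in untreated N2 and 4.40% to 4.44% in untreated wrn-1(gk99) libraries. Members changed in both directions, such as col-72 (log2 fold change -2.62) and col-51 (-2.53), which were lower, and col-125 (1.75) and col-133 (1.53), which were higher in wrn-1(gk99).

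The genes of the paper's Table 3 were mostly higher with vitamin C in N2 worms when all 3 treated libraries were kept. Of the genes listed for organic acid metabolism 25 of 28 were higher (median log2 fold change 0.33), and 16 of 28 without the library labelled N2 vitC replicate 3 (median 0.09). With and without that library, 28 and 22 of 31 were higher for oxidation-reduction and 28 and 23 of 35 for lipid metabolism. For carbohydrate metabolism 22 and 13 of 26 were higher.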
